# TRAF7 is an essential regulator of blood vessel integrity during mouse embryonic and neonatal development

**DOI:** 10.1016/j.isci.2023.107474

**Published:** 2023-07-25

**Authors:** Erdyni N. Tsitsikov, Khanh P. Phan, Yufeng Liu, Alla V. Tsytsykova, Mike Kinter, Lauren Selland, Lori Garman, Courtney Griffin, Ian F. Dunn

**Keywords:** Molecular biology, Developmental biology, Omics, Transcriptomics

## Abstract

Targeted deletion of TRAF7 revealed that it is a crucial part of shear stress-responsive MEKK3-MEK5-ERK5 signaling pathway induced in endothelial cells by blood flow. Similar to *Mekk3-*, *Mek5-* or *Erk5*-deficient mice, *Traf7*-deficient embryos died *in utero* around midgestation due to impaired endothelium integrity. They displayed significantly lower expression of transcription factor *Klf2*, an essential regulator of vascular hemodynamic forces downstream of the MEKK3-MEK-ERK5 signaling pathway. In addition, deletion of *Traf7* in endothelial cells of postnatal mice was associated with severe cerebral hemorrhage. Here, we show that besides MEKK3 and MEK5, TRAF7 associates with a planar cell polarity protein SCRIB. SCRIB binds with an N-terminal region of TRAF7, while MEKK3 associates with the C-terminal WD40 domain. Downregulation of TRAF7 as well as SCRIB inhibited fluid shear stress-induced phosphorylation of ERK5 in cultured endothelial cells. These findings suggest that TRAF7 and SCRIB may comprise an upstream part of the MEKK3-MEK5-ERK5 signaling pathway.

## Highlights

• *Traf7* deletion results in embryonic lethality
• TRAF7 is important for KLF2 expression
• In addition to MEKK3 and MEK5, TRAF7 binds SCRIB
• TRAF7 and SCRIB participate in ERK5 phosphorylation in endothelial cells

## Introduction

The TRAF (TNF receptor-associated factor) family consists of seven adaptor proteins with diverse roles in intracellular signaling.^1^ While TRAF1 to TRAF6 are well-characterized molecules involved in immunity and inflammation, TRAF7 function remains unclear. TRAF7 was shown to be mutated in 30% of meningiomas, the most common primary tumor of the central nervous system (CNS).^2^^,^^3^^,^^4^ In addition, *de novo* mutations in *Traf7* gene were described in patients with developmental delay, congenital heart defects, limb and digital anomalies, and dysmorphic features.^5^^,^^6^ All reported somatic as well as germline *Traf7* mutations are hemizygous missense and fall into different positions within the C-terminal part of the protein, suggesting gain-of-function and/or dominant-negative effects of the resulting mutant protein, rather than loss of function resulting in haploinsufficiency. Although almost all identified mutations are recurrent (the same in different tumors or patients), somatic and germline mutations do not overlap. For example, while a germline R655Q mutation appears in almost 30% of patients with TRAF7 syndrome,^5^ no published meningiomas have a mutated R655, implying that signaling programs initiated by somatic versus germline TRAF7 variants may be different and may direct significantly divergent courses of action.

All mammalian TRAFs, with the exception of TRAF1, contain a characteristic N-terminal RING (really interesting new gene) finger domain, several adjacent zinc fingers (ZFs), and a coiled coil (CC) motif, which fosters formation of TRAF trimers.^1^ At the C terminus, six TRAFs (1 through 6) carry a conserved TRAF domain responsible for binding to other proteins, including cell surface receptors and intracellular adapters.^7^ Unlike the rest of the family members, TRAF7 lacks the TRAF domain and instead contains a tryptophan-aspartic acid (W-D) dipeptide (WD40) domain consisting of seven WD40 repeats. For that reason, TRAF7 is often placed into a RING finger and WD domain (RFWD) family of proteins and is called RFWD1. This group also includes RFWD2, an E3 ubiquitin ligase constitutive photomorphogenic 1 (COP1),^8^^,^^9^ and RFWD3.^10^ Importantly, the structure of COP1 and RFWD3 RING fingers is very different from that of the canonical TRAF-family RING domain of TRAF7. Thus, it is not surprising that a recent phylogenetic analysis assigned TRAF7 into a separate group that developed independently from other TRAFs throughout vertebrate evolution.^11^ In fact, unlike other TRAFs, TRAF7 remained highly conserved during evolution; humans and lampreys (*Petromyzon marinus*) share more than 80% of the whole protein and 93% of the WD40 domain amino acid (aa) sequences. Thus, TRAF7 is a unique protein without close paralogs in vertebrates.

Over the years, TRAF7 has been shown to participate in different signaling pathways, ranging from activation of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) to Activator protein 1 (AP-1),^12^ and to suppress endothelial cell hyperpermeability in inflammation.^13^ Two decades ago TRAF7 was discovered as a part of a mitogen-activated protein kinase kinase kinase 3 (MAP3K3, also known as MEKK3)-associated protein complex using tandem affinity purification.^12^ This complex also included dual specificity mitogen-activated protein kinase kinase 5 (MAP2K5, also known as MEK5), serine/threonine-protein kinase MARK2 (also known as EMK1), prefoldin 2 (PFDN2), heat shock protein 70 (HSP70), and p53 and DNA damage regulated 1 (PDRG1, also known as C20orf126).^12^ In the same year, Xu et al. independently confirmed the association of TRAF7 with MEKK3^14^ and suggested that TRAF7 is important for MEKK3-mediated activation of AP-1 and DNA damage-inducible transcript 3 protein (DDIT3, also known as CHOP). TRAF7 was also shown to associate with a number of other molecules, including cylindromatosis 1 (CYLD1),^15^ transcriptional activator c-MYB,^16^ myoblast determination protein 1 (MYOD1),^17^ NF-kappa-B essential modulator (NEMO),^18^ and roundabout homolog 4 (ROBO4).^13^ A recent high-throughput affinity-purification mass spectrometry interactome study demonstrated that TRAF7 interacts with MEK5 and indirectly with MEKK3.^19^ In addition, TRAF7, together with cerebral cavernous malformations 1 (CCM1, also known as KRIT1) and CCM2, precipitated with MEKK3, which was necessary and sufficient for CCM-dependent expression of the shear stress-responsive transcription factors Krüppel-like factor 2 (KLF2) and its close paralog KLF4.^20^

MAPK signaling pathways are activated by a wide variety of stimuli such as mitogens, osmotic stress, and pro-inflammatory cytokines. Each MAPK cascade consists of at least three enzymes that are activated in chains following phosphorylation: a MAPK kinase kinase (MAP3K), a MAPK kinase (MAP2K), and a MAP kinase (MAPK). MEKK2 and MEKK3 are unique among MAP3K kinases because each of them possesses an N-terminal PB1 (Phox and Bem1) domain, which is used to bind to PB1 domain of MEK5.^21^ Following hetero-dimerization with MEK5, MEKK2 or MEKK3 phosphorylates and activates MEK5 in response to different stimuli, including blood flow shear stress.^21^ In turn, activated MEK5 phosphorylates and activates extracellular signal-regulated kinases 5 (ERK5, also known as MAPK7 and Big MAPK Kinase 1 [BMK1]), which was originally identified as a MAPK activated by both osmotic and oxidative stress.^22^ Interestingly, ERK5 is also unique among MAPKs due to the presence of a C-terminal extension, which gives the protein approximately twice the molecular weight of other MAPKs. The MEK5/ERK5 pathway is known to be activated by shear stress and to sustain resistance of endothelial cells to apoptosis.^23^^,^^24^ This pathway is also important for shear stress-dependent induction of KLF2.^25^^,^^26^^,^^27^^,^^28^

Despite significant progress in understanding of the role of MEKK3-MEK5-ERK5-KLF2 pathway in endothelial cells, the upstream mechanism of shear-stress signal transduction is still unclear. Here, we generated *Traf7*-deficient mice to elucidate the physiological role of TRAF7. Global *Traf7* deletion resulted in embryonic lethality. The *Traf7*^*−/−*^ embryos failed to develop beyond E10 due to impaired blood vessel integrity. A detailed pathology analysis revealed evidence of intraembryonic hemorrhage and hypoxia. Transcriptome analysis of failing embryos demonstrated significantly low expression of transcription factor KLF2 among other genes. We also show that besides MEKK3 and MEK5 TRAF7 associates with a planar cell polarity protein scribble homolog (SCRIB) and that downregulation of TRAF7 as well as SCRIB inhibited fluid shear stress-induced phosphorylation of ERK5. Thus, TRAF7 is a part of MEKK3-MEKK5-ERK5 signaling pathway.

## Results

### Targeted deletion of *Traf7* gene causes embryonic lethality

To investigate the function of TRAF7 *in vivo*, we generated mice with a conditionally targeted *Traf7* allele. The conditional allele contains *loxP* sites flanking exons 2 and 14, which include coding sequence for the first 373 amino acids of the protein through the middle of the first WD40 repeat (Figure S1A). Mice homozygous for the *Traf7*-floxed allele (*Traf*^*fl/fl*^) were healthy and fertile. To produce whole-body, global deletion of *Traf7* mice (*Traf7*^*GLOko*^ = global knockout), we crossed *Traf7-flox* mice with *E2a-Cre*-trangenic animals, which carry a *Cre* transgene under the control of the adenovirus EIIa promoter that targets expression of Cre recombinase ubiquitously to cells of the early mouse embryo.^29^ Heterozygous (*Traf7*^*GLOhet*^) mice were phenotypically normal and fertile. Genotyping of *Traf7*^*GLOhet*^ intercrosses revealed that no *Traf7*^*GLOko*^ pups were born (Figure 1A). The statistical analysis was performed to examine if there is deviation from expected Mendelian inheritance outcomes of the alleles during embryogenesis. The relation between these variables was not statistically significant for embryos on days E9.5 (*X*^2^ (2, *N* = 181) = 1.98, p = 0.3716) and E10.5 (*X*^2^ (2, *N* = 94) = 1.66, p = 0.4360). The deviation of *Traf7*^*GLOhet*^ progeny from Mendelian distribution of alleles was statistically significant for embryos at E11.5 (*X*^2^ (2, *N* = 17) = 10.72, p = 0.0047) and very statistically significant for newborns (*X*^2^ (2, *N* = 352) = 33.44, p = 0.0001). Therefore, analysis of timed mating revealed normal Mendelian segregation ratios for the disrupted *Traf7* alleles until embryonic day 10.5 (E10.5).

**Figure 1:**
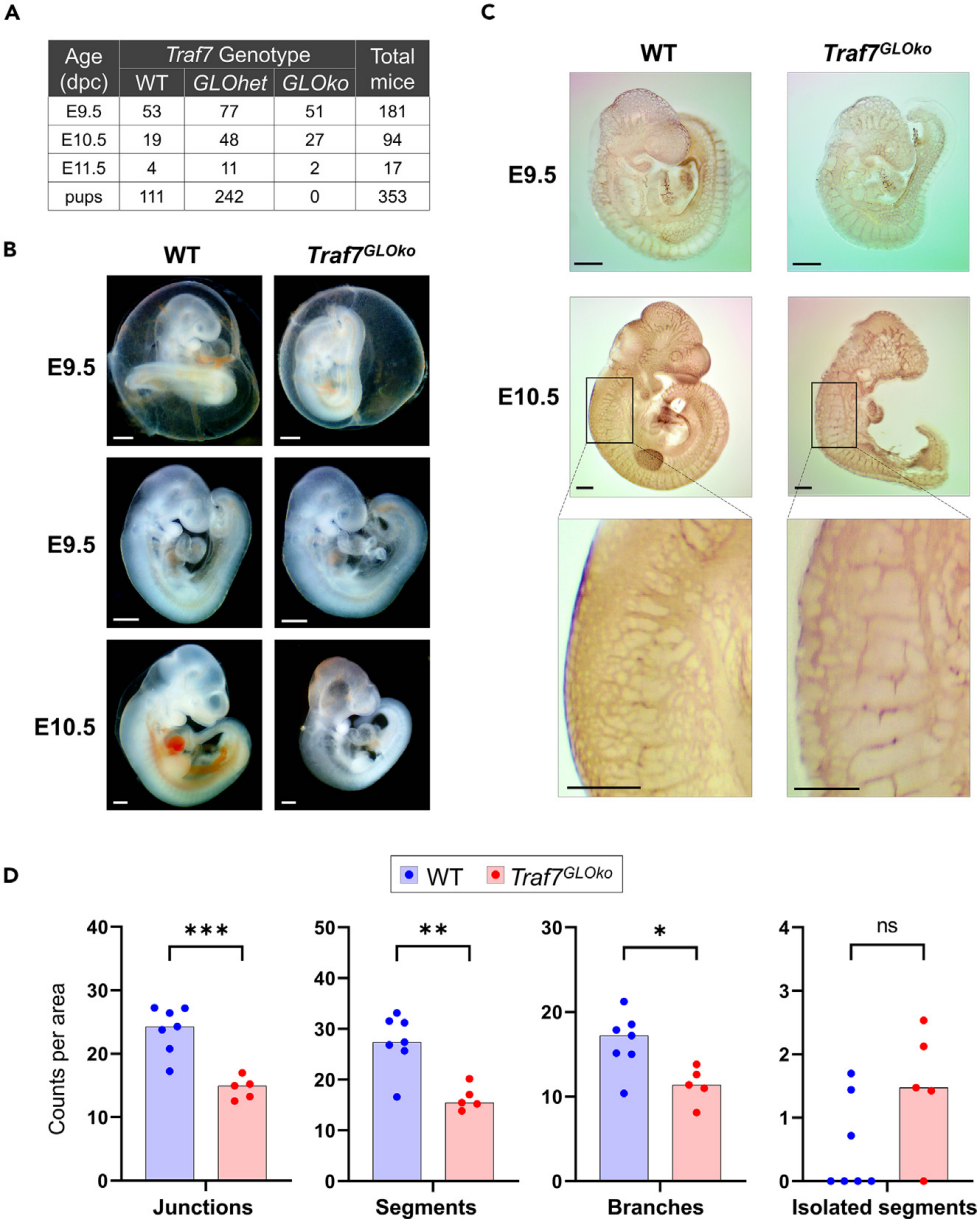
Targeted deletion of *Traf7* gene causes embryonic lethality (A) Genotyping analysis of offspring from mating between *Traf7*^*fl/fl*^*;E2a-Cre*^*+*^ (*Traf7*^*GLOhet*^) mice. *Traf7*^*GLOko*^ mice were never born, but embryonic genotypes (WT and *GLOhet*) showed the expected Mendelian distribution at E9.5 and E10.5. (dpc): days post-coitus. (B) Morphological analysis of littermate E9.5 WT and *Traf7*^*GLOko*^ embryos in lateral views inside the intact yolk sac (top panels) and without it (middle panels). Comparison of littermate E10.5 WT and *Traf7*^*GLOko*^ embryos (bottom panel). White scale bars are 0.5 mm. (C) Analysis of vascular structures in whole mount embryos. Littermate WT and *Traf7*^*GLOko*^ embryos at E9.5 and E10.5 were fixed and immuno-stained with an anti-PECAM-1 mAb (brown). Magnified insets show details of intersomitic vasculature. Black scale bars are 0.5 mm. (D) Computation of intersomitic vasculature in E10.5 *Traf7*^*GLOko*^ embryos. Each closed symbol represents an individual embryo. Bars show the Median. Asterisks indicate significant difference: (∗) p < 0.05; (∗∗) p < 0.005; (∗∗∗) p < 0.0005; (ns) not significant.

All E9.5 *Traf7*^*GLOko*^ embryos were viable, as determined by the presence of visible heartbeat (Videos S1, S2, S3, S4, and, S5). The *Traf7*^*GLOko*^ embryos and yolk sacs displayed normal appearance and no differences from wild-type (WT) littermates (Figure 1B, top and middle panel). After approximately E10, the mutant embryos displayed developmental delay and appeared smaller and paler than WT embryos; mutants also showed evidence of cerebral hemorrhage by E10.5 (Figure 1B, bottom panel). This phase in embryonic development coincides with the onset of embryonic blood flow and the establishment of a fully functional circulation,^30^ suggesting that TRAF7 may be important for the integrity of blood vessels in developing embryos. Because the phenotype of *Traf7*^*GLOko*^ embryos was similar to phenotypes observed in *Mekk3-*, *Mek5-* and *Erk5*-deficient embryos, which likewise died *in utero* around E10,^31^^,^^32^^,^^33^^,^^34^^,^^35^ we examined the expression of these proteins in *Traf7*^*GLOko*^ embryos. As shown in Figure S1D, there was no expression of TRAF7 in E9.5 *Traf7*^*GLOko*^ embryos, while expression of MEKK3, MEK5, and ERK5 remained normal, indicating that the expression levels of MEKK3, MEK5, and ERK5 were not altered by removal of TRAF7, and the lethality of *Traf7*^*GLOko*^ embryos was indeed associated with complete TRAF7 deficiency.

Video S1. Movie of heartbeat of E9.5 WT embryo #1, related to Figure 1B

Video S2. Movie of heartbeat of E9.5 WT embryo #2, related to Figure 1B

Video S3. Movie of heartbeat of *Traf7*^*GLOko*^ embryo #1, related to Figure 1B

Video S4. Movie of heartbeat of *Traf7*^*GLOko*^ embryo #2, related to Figure 1B

Video S5. Movie of heartbeat of *Traf7*^*GLOko*^ embryo #3, related to Figure 1B

Because the MEKK3-MEK5-ERK5 signaling cascade is essential for embryonic vascular integrity and cardiovascular development,^36^^,^^37^ we next investigated the expression of the endothelial cell marker platelet endothelial cell adhesion molecule 1 (PECAM-1, also known as CD31), in *Traf7*^*GLOko*^ embryos. There were no obvious visual differences in the appearance of blood vessel networks between WT and *Traf7*^*GLOko*^ embryos at E9.5 (Figure 1C, top panel). At E10.5, the blood vessels of *Traf7*^*GLOko*^ embryos appeared discontinuous and less branched compared to blood vessels in WT embryos (Figure 1C, middle panel). Quantification of intersomitic vessel structure using Angiogenesis Analyzer for ImageJ, which was developed for the analysis of *in vitro* angiogenesis patterns^38^ and later adopted for *in vivo* vascular changes in retina,^39^ demonstrated that blood vessels of E10.5 *Traf7*^*GLOko*^ embryos were significantly more fragmented compared to WT controls. There was lower numbers of junctions, segments, and branches per square unit. Consistently, the number of isolated segments was higher, although not significantly, in *Traf7*^*GLOko*^ embryos (Figure 1D). Thus, the initial vascularization occurs normally in *Traf7*^*GLOko*^ embryos, but the subsequent structural integrity of blood vessels was compromised, similarly to *Mekk3-*, *Mek5-* and *Erk5*-deficient embryos.^31^^,^^32^^,^^33^^,^^34^^,^^35^ These findings imply that TRAF7 may contribute to MEKK3-MEK5-ERK5 signaling pathway during embryonic development.

### *Traf7*-deficient embryos display abnormal heart development

Although, histological analysis of E9.5 embryos revealed that *Traf7*^*GLOko*^ embryos had normal morphology (Figure 2A), the pericardium was broken in all *Traf7*^*GLOko*^ embryos we examined, probably due to lack of elasticity or excessive effusion. It is also possible that disruption of the pericardium happened during embryo handling, but we did not encounter a single broken pericardium in any of our WT embryos. Hence, E9.5 *Traf7*^*GLOko*^ hearts appeared to have a significantly different shape and protruded further than WT hearts (Figure 2A). A closer examination demonstrated grossly normal heart looping in *Traf7*^*GLOko*^ embryos with the atrioventricular canal extending more forward compared to WT controls. E9.5 *Traf7*^*GLOko*^ embryos also displayed an abnormal ventricle position accompanied by a higher deposition of cardiac jelly in endocardial cushions compared to WT counterparts. This phenotype is consistent with impaired MEKK3 signaling and low endocardium expression of KLF2, which was shown to control cardiac jelly production.^20^^,^^40^

**Figure 2:**
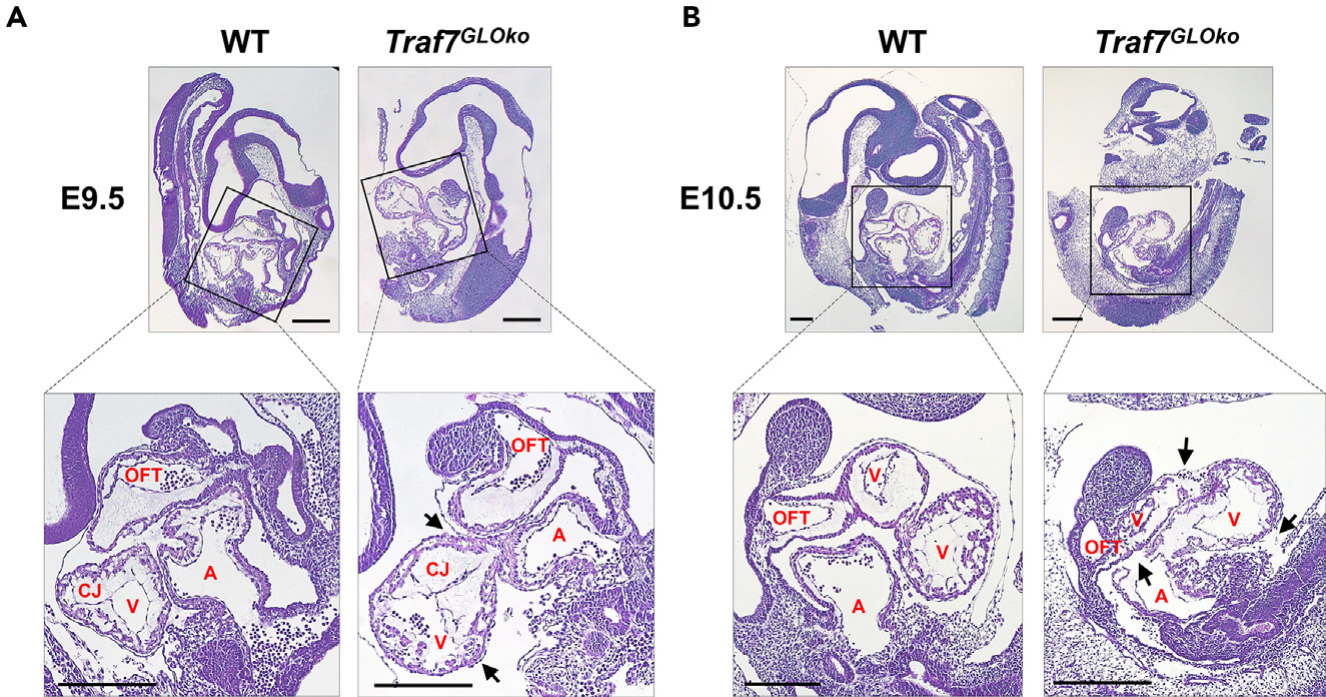
*Traf7* deletion caused defects in heart development (A and B) Hematoxylin and eosin staining of sagittal sections of E9.5 (A) and E10.5 (B) embryos. Pulmonary outflow tract (OFT), atrium (A), ventricle (V), cardiac jelly (CJ). Black scale bars are 0.5 mm. Damaged tissues in *Traf7*^*GLOko*^ embryos are indicated by arrows.

At E10.5, *Traf7*^*GLOko*^ embryos displayed signs of tissue resorption and appeared more fragile than WT controls (Figure 2B). In contrast to WT hearts, which grew in size and developed interventricular foramen dividing the two ventricles, E10.5 *Traf7*^*GLOko*^ hearts did not increase in size and showed significant shrinkage of heart chambers with manifestations of degradation in surrounding tissue. Moreover, all experimental E10.5 *Traf7*^*GLOko*^ embryos without exception had broken heart walls and no blood cells in the heart cavities compared to their WT counterparts, indicating irreversible vascular failure by E10.5.

### Altered gene expression associated with TRAF7 deficiency in mouse embryo

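RNA of 6 wild-type (WT) and 6 *Traf7* GLOko embryos at E9.5 was sequenced with 1 library per embryo, so that each value below belongs to a single whole embryo. Embryos were freed of the yolk sac and kept in RNAlater, and total RNA was isolated with the RNeasy Plus Micro Kit after QIAshredder columns. Libraries were made and sequenced on an Illumina instrument by Novogene. Reads were aligned to mm10 with STAR, whose version is not given in the sources used here. The authors' FPKM (fragments per kilobase of gene length, scaled to library size) of 54532 Ensembl genes were the starting values. In every library the product of FPKM and gene length was a whole multiple of 1 step, within 0.01 of a step, which returned the numbers of reads in genes. These ran from 16913832 to 19491098 in *Traf7* GLOko embryos and from 16662293 to 23877092 in WT embryos. After thinning all libraries to the same number of reads, 16823 to 19804 genes were detected per *Traf7* GLOko embryo and 19263 to 19686 per WT embryo. The fewest were found in the *Traf7* GLOko embryos numbered 1 (16823 genes), 6 (17010) and 2 (18634), called GLOko 1, GLOko 6 and GLOko 2 here. FPKM were divided by median-of-ratios factors, 0.1 was added, and the log2 values of the 17573 genes with a mean FPKM of at least 0.1 were compared by limma with a mean-variance trend and robust empirical Bayes moderation. P values were two-sided and adjusted by the Benjamini-Hochberg method, and a gene is called changed at an adjusted p of 0.05 or less. Lists of genes written for pathways and cell types were tested as sets with camera, at a preset correlation between genes of 0.01. From *Xist* and Y-linked transcripts, the *Traf7* GLOko group held 2 female and 4 male embryos and the WT group 2 female and 4 male embryos. The labels give each embryo a replicate number and do not say that a number marks a litter.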

To understand gene expression differences between E9.5 WT and *Traf7*^*GLOko*^ embryos, we compared their transcriptome profiles by RNA sequencing (RNA-seq). The analysis revealed that six WT embryos formed a tight cluster following principal-component analysis (PCA) (Figure S2A). 

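The 6 WT embryos lay at similar distances from their common center, 59.3 ± 2.62 log2 units (SD, n = 6) over all 17573 genes, with a range of 54.7 to 61.6. Their gene expression still differed in places. WT 3 had the highest *Bnip3*, a hypoxia-induced cell death gene, at 61.0 FPKM against 20.3 to 32.2 in the other 5 embryos, and 25 of 32 genes of the hypoxia response were highest in this embryo. WT 4 was low in transcripts of heart muscle, with a mean log2 difference of -2.28 over 26 cardiomyocyte markers. *Myh6*, the atrial myosin heavy chain, was 1.01 FPKM in WT 4, and *Nppa*, the atrial natriuretic peptide, was listed at 0. *Traf7* was also lower in WT 4, at 11.1 FPKM against 18.9 to 20.6 in the other 5 WT embryos. WT 3 and WT 4 were kept in all comparisons unless stated otherwise.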

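The *Traf7* GLOko embryos differed from one another in heart muscle, *Hox* and p53 target genes, among others. Means of 16 yolk sac and liver endoderm markers reached 3.82 in GLOko 5 on the log2 scale and were below the WT mean in 4 of 6. GLOko 1 had no detected *Myh6* or *Tnnt2* (cardiac troponin T), and its mean over 26 cardiomyocyte markers was -4.09 on the log2 scale relative to WT, against 0.52 to 1.38 in the other 5 *Traf7* GLOko embryos. GLOko 2 had a mean of -2.46 over 11 posterior *Hox* genes, which pattern the hind trunk and tail, against -0.35 to 0.40 in the other 5, and 0.89 over 18 p53 targets, against -0.12 to 0.09. Distance to the WT center was 78.8 log2 units for GLOko 4, 86.3 for GLOko 3 and 96.1 for GLOko 5, and 116 to 144 for GLOko 6, GLOko 1 and GLOko 2. These last 3 embryos also had the fewest genes detected at equal read number, 16823 to 18634 against 19466 to 19804 in GLOko 3, GLOko 4 and GLOko 5, and the distances were not corrected for this. The distance of *Traf7* GLOko embryos to their own center was 87.3 ± 19.1 (SD, n = 6), larger than that of WT embryos by 27.9 on average. All 6 *Traf7* GLOko embryos lay farther from their center than any WT embryo from its own (two-sided exact permutation test with the distances kept fixed, p = 0.00216, the smallest p that 6 embryos against 6 allow). On the first 2 principal components, the same distances were 57.6 ± 33.8 and 10.1 ± 5.36 (exact permutation test, p = 0.00433).

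**Figure D1:**
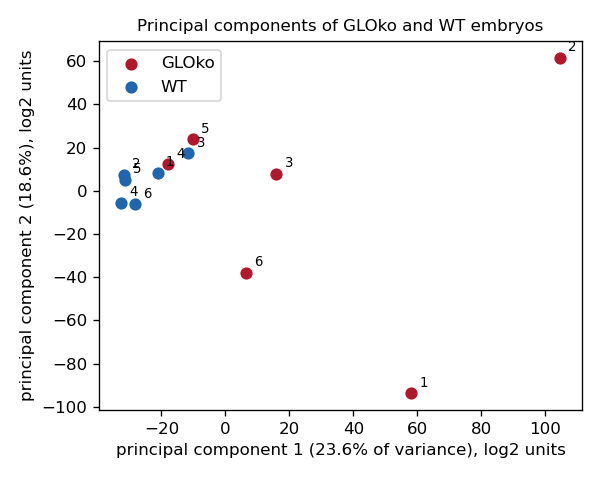
First 2 principal components of the log2 values of 17573 genes, which carry 23.6% and 18.6% of the variance. Each point is 1 embryo with its replicate number, and *Traf7* GLOko embryos 1 and 2 lie farthest from the WT embryos while 3, 4 and 5 lie nearest.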

Although six *Traf7*^*GLOko*^ embryos distributed more widely, three of them were in close proximity to the WT cluster, suggesting a recent branching of WT and *Traf7*^*GLOko*^ transcriptional profiles. Indeed, the majority of identified genes (11,661) were common between these two groups (Figure 3A), and only 275 and 575 of differentially expressed genes (DEGs) were specifically expressed in either WT or *Traf7*^*GLOko*^ embryos, respectively. 

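With a group mean above 1 FPKM as the limit for expression, 11661 genes were expressed in both groups, 275 in WT embryos alone and 575 in *Traf7* GLOko embryos alone. *Klf2*, *Heyl* (a Notch target) and *Nppc* (C-type natriuretic peptide) were among those above the limit in WT embryos alone, with *Heyl* at 2.99 ± 1.13 FPKM in WT and 0.871 ± 0.387 in *Traf7* GLOko embryos (SD, n = 6 each). *Tmem45a*, a hypoxia-inducible membrane protein gene, and *Aox4*, an aldehyde oxidase gene, were above it in *Traf7* GLOko embryos alone. *Aox4* reached 1.17 ± 0.457 FPKM in *Traf7* GLOko embryos and 0.196 ± 0.0439 in WT embryos (SD, n = 6 each). These are counts of group means around a limit, without a test. Of the 575 genes, 97 changed by limma, and 65 of these changed by at least 1 log2 unit. Of the 275 genes, 32 changed, and 28 of these by at least 1 log2 unit. When every embryo of a group had to exceed 1 FPKM, the order turned, with 660 genes in WT embryos alone, 240 in *Traf7* GLOko embryos alone and 10357 in both.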

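By limma, 1833 of 17573 genes changed in *Traf7* GLOko embryos, 953 of them higher and 880 lower than in WT embryos. With an absolute log2 fold change of at least 1 as well, 344 DEGs were left, 226 higher and 118 lower. The smallest p among the higher genes belonged to *Fam169a* (log2 fold change 1.04), the neuronal-type glucose transporter gene *Slc2a3* (1.83), *Arhgap29* (1.04) the epithelial keratin gene *Krt19* (1.48) and *Smtnl2* (1.17). Among the genes that fell, *Dpysl4* (-1.05), *Efna2* (-0.67), *Dbn1* (-0.83) and the neural progenitor filament gene *Nes* (-0.70) are expressed in the developing nervous system. Other genes that fell were *2700081O15Rik* (-0.99), *Sept1* (-0.88) and *Limd2* (-0.66), while *Gm8849* was listed at 0 in all *Traf7* GLOko embryos and at 0.328 ± 0.0787 FPKM in WT (SD, n = 6). *Lpp* (1.09), *Soat1* (1.05) and the lysyl oxidase gene *Loxl2* (1.52) rose. Rescaling each embryo to a fixed total without mitochondrial-genome and globin genes gave 1096 higher and 413 lower genes, 72.6% higher against 52.0%. The number of changed genes fell to 933 without WT 1, 731 without WT 2, 1120 without WT 3, 844 without WT 4, 818 without WT 5 and 1074 without WT 6, and to 542 without GLOko 1 and WT 4, the embryos low in cardiomyocyte transcripts. It was 1010 with the replicate block, 571 with the replicate block and gene length correction, and 492 with the number of detected genes as a covariate, chosen after seeing the data, of which 449 were among the 1833. The number of DEGs was 222 without WT 1, 207 without WT 2, 220 without WT 4, 221 without WT 5, 517 without GLOko 4, and 169 without GLOko 1 and WT 4. It was 115 with 1 in place of 0.1 added before taking logarithms, 177 with the replicate block and gene length correction, and 140 with the number of detected genes as a covariate.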

Significant DEGs were defined as those that had both an absolute log2 fold change ≥1 and a false discovery rate (FDR)-adjusted p value ≤0.05 for each comparison independently. Hierarchical clustering based on gene expression profiles revealed high similarity of expression patterns between samples within each group and substantial differences between them (Figure S2B).

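Correlation of log2 values between embryos had a median Pearson r of 0.967 among WT embryos, 0.930 among *Traf7* GLOko embryos and 0.945 between the groups, across genes. The nearest neighbor of each WT embryo was another WT embryo, and that of each *Traf7* GLOko embryo another *Traf7* GLOko embryo. Average-linkage clustering parted GLOko 2 from the other 11 embryos first and GLOko 1 second. The first of these 2 embryos was lowest in posterior *Hox* genes and the other in cardiomyocyte markers. The third to part was GLOko 6. At 5 clusters, the 6 WT embryos formed 1 cluster and GLOko 3, GLOko 4 and GLOko 5 another. The lowest r within a group was 0.961 for WT and 0.895 for *Traf7* GLOko embryos.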

**Figure 3:**
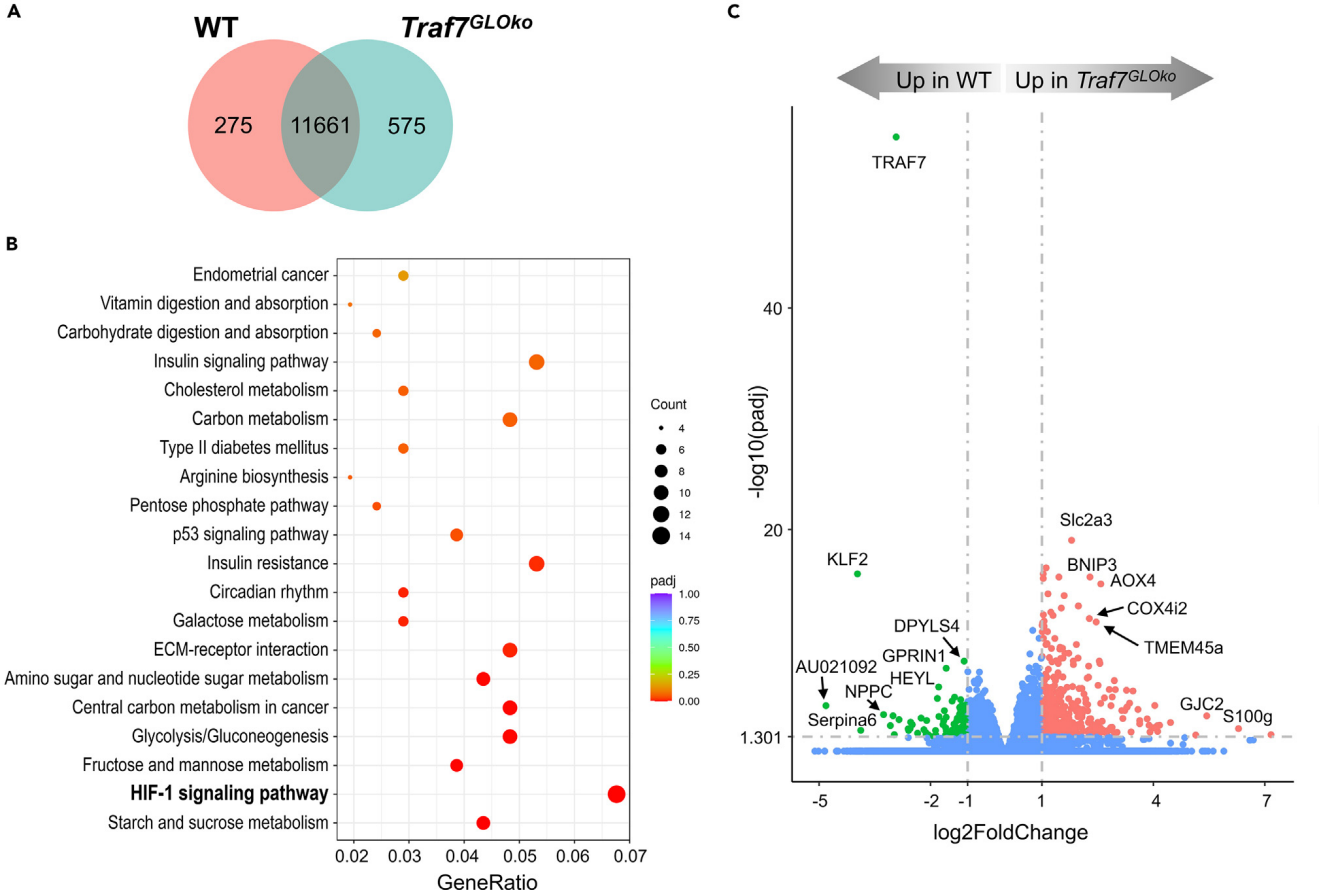
Altered gene expression associates with TRAF7 deficiency in mouse E9.5 embryos (A) Venn diagram showing the overlap of DEGs in WT and *Traf7*^*GLOko*^ mouse embryos by RNA-seq analysis. Significant DEGs had both an absolute log2 fold change ≥1 and an FDR adjusted p value ≤0.05. (B) Bubble plot of KEGG enrichment analysis of signaling pathways expressed in *Traf7*^*GLOko*^ versus WT embryos. Each bubble represents a KEGG pathway. Gene ratio (x axis) is the proportion of the total genes in a given pathway that is upregulated in the indicated group. (C) Volcano plot of RNA-seq analysis visualizing significant DEGs in WT versus *Traf7*^*GLOko*^ embryos: magnitude of change (*x axis*) vs. statistically significant p values (*y* axis). Points with p value less than 0.05 or fold change less than 2 (log_2_ = 1) are shown in blue.

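Most genes of the response to low oxygen were higher in *Traf7* GLOko embryos, together with most genes of glycolysis and some of glycogen metabolism. Of 32 hypoxia response genes, 26 rose and none fell (28 and 0 when adjusted over the list alone), with a median log2 fold change of 1.51. *Pdk1*, which limits the oxidation of pyruvate in the mitochondria, was 51.8 ± 9.81 FPKM in *Traf7* GLOko and 17.1 ± 5.40 in WT embryos (SD, n = 6 each). Its log2 fold change was 1.64 (standard error 0.18, adjusted p = 7.30e-04 from limma). The mitochondrial genes *Ndufa4l2* (3.41) and *Cox4i2* (2.21), the vasodilator gene *Adm* (3.11) and the growth factor gene *Vegfa* (1.20) rose as well. Of 17 glycolysis genes, 13 rose and none fell (15 and 0 when adjusted over the list alone), among them *Aldoc* (2.38), *Pfkp* (2.42) and *Hk2* (1.45). Of 15 genes of glycogen metabolism, 5 rose and none fell (6 and 0 over the list alone), including *Pgm2* (1.77) and *Gys1* (1.37). Of 58 nuclear subunits of the respiratory chain, 11 fell and none rose (21 lower and 1 higher over the list alone), including *Cox5b* (-0.53), *Uqcr11* (-0.75) and *Cox5a* (-0.53). The 13 mRNAs of the mitochondrial genome held no changed gene by limma, and none had an adjusted p of 0.05 or less over the list alone. As sets, the hypoxia (adjusted p = 2.79e-21), glycolysis (4.53e-11), glycogen (6.33e-06) and nuclear respiratory chain lists (4.11e-07) passed camera. With an estimated correlation, the adjusted p = 0.185 for hypoxia, adjusted p = 0.219 for glycolysis, adjusted p = 0.185 for glycogen and adjusted p = 0.359 for the nuclear respiratory chain. The mean of the hypoxia list was above every WT embryo in 5 of 6 *Traf7* GLOko embryos (two-sided exact permutation test, p = 0.00433), and WT 3, at 0.77, exceeded GLOko 4, at 0.75. The lists were written after the top of Tables S1 and S2 had been seen.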

Gene set enrichment analysis in Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database demonstrated that WT and *Traf7*^*GLOko*^ embryos were different in the expression of many gene targets associated with the hypoxia-inducible factor 1 (HIF-1) signaling pathway (Figure 3B), suggesting embryonic distress resulting from insufficient blood flow in the absence of TRAF7. Detailed analysis of specific genes on a volcano plot demonstrated that *Traf7*^*GLOko*^ embryos were missing *Traf7*, as expected (Figure 3C). 

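*Traf7* (ENSMUSG00000052752) encodes an E3 ubiquitin ligase with WD40 repeats and lies on chromosome 17 of mm10 from 24508562 to 24527938. It was 2.41 ± 0.514 FPKM in *Traf7* GLOko embryos and 18.3 ± 3.59 in WT embryos (SD, n = 6 each), so that 13.2% of the WT mean was left. The log2 fold change was -2.85 (standard error 0.17, adjusted p = 3.98e-06 from limma), the smallest p of all 17573 genes. Every *Traf7* GLOko embryo, from 1.75 to 3.12 FPKM, was below every WT embryo, from 11.1 to 20.6 FPKM (exact permutation test, two-sided, p = 0.00216). The deleted segment runs from exon 2 to exon 14, and in the 19-exon transcript *Traf7-201* of the annotation 45.4% of the bases lie outside these exons. The file holds 1 value per gene, so the exons behind the remaining FPKM were not analysed here. Within 20 Mb of *Traf7*, 58 of 530 tested genes changed (10.9%), against 10.4% of the other genes (Fisher's exact test, two-sided, p = 0.665).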

The most prominent downregulated DEG was the zinc-finger transcription factor *Klf2*, a key flow-responsive gene in endothelial cells.^41^ 

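*Klf2* (ENSMUSG00000055148; chromosome 8 of mm10, 72319033 to 72321656) was 0.319 ± 0.292 FPKM in *Traf7* GLOko embryos and 4.98 ± 0.726 in WT embryos (SD, n = 6 each). Its log2 fold change of -3.90 (standard error 0.42, adjusted p = 7.30e-04 from limma) was the lowest of all tested genes at the main settings, with 0.1 added before taking logarithms. Also with 0.1 added, *Klf2* ranked 2 from the lowest with sample weights, with rescaling without mitochondrial-genome and globin genes, and without WT 3. Its rank was 3 without GLOko 2. With 0.01 added, the log2 fold change of *Klf2* was -4.79 and ranked 9 from the lowest, with *AU021092* at -5.29 and *Gm8849* at -5.02 below it. By p it ranked 2 among the genes lower in *Traf7* GLOko embryos, after *Traf7*, and 8 among all genes, after the glucose transporter gene *Slc2a3* and 5 other genes that rose. *Traf7* GLOko embryos ranged from 0 to 0.831 FPKM and WT embryos from 3.96 to 6.12, without overlap (two-sided exact permutation test, p = 0.00216). Of 16 flow-responsive endothelial genes, 4 fell and 2 rose (4 and 3 when adjusted over the list alone). *Gja4*, an arterial gap junction gene, fell by 1.21 on the log2 scale and *Nos3*, endothelial nitric oxide synthase, fell by 0.88, whereas *Cav1*, the caveolin gene of endothelial membrane pits, rose by 1.66 and *Edn1*, the vasoconstrictor endothelin 1, by 0.80. As a set, these 16 genes did not pass camera (adjusted p = 0.206), while their mean differed by -0.48 on the log2 scale in *Traf7* GLOko embryos and was below every WT embryo in 4 of 6 (two-sided exact permutation test, p = 0.00649, adjusted p = 0.0223 over the lists). The 16 genes include *Klf2* and *Nppc* (-2.39), which the paper had already named as lower in these embryos, and their median was -0.25. Without these 2 genes the mean was not tested, so its p gives no support for the list apart from them. The mean was lowest in GLOko 1, at -1.06 against -0.49 to -0.26 in the other 5 *Traf7* GLOko embryos.

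**Figure D2:**
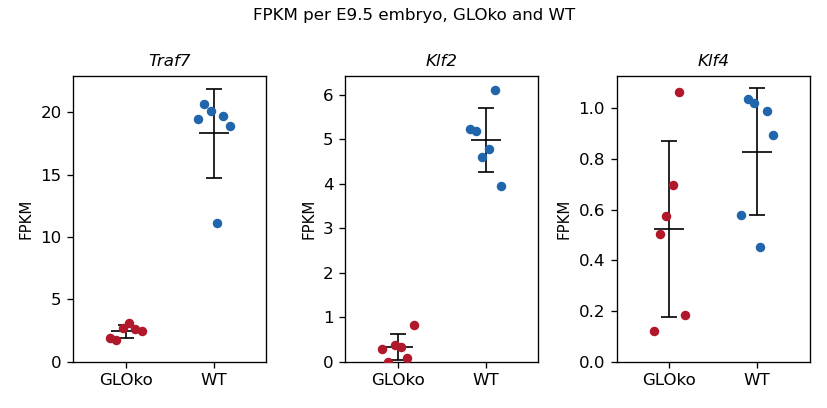
FPKM of *Traf7*, *Klf2* and *Klf4* in single E9.5 embryos, on linear axes from 0, with the mean and SD of 6 embryos per group as bars. For *Traf7* and *Klf2* no *Traf7* GLOko embryo reaches the lowest WT embryo, and for *Klf4* the groups overlap.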

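*Klf4* (ENSMUSG00000003032), a zinc-finger factor of epithelium and endothelium, lies on chromosome 4 of mm10 from 55527143 to 55532466. It measured 0.829 ± 0.250 FPKM in WT embryos and 0.524 ± 0.347 in *Traf7* GLOko embryos (SD, n = 6 each), a ratio of 1.58. The log2 fold change was -0.72 with a standard error of 0.39 and did not pass (adjusted p = 0.245 from limma). WT embryos ranged from 0.453 to 1.04 FPKM and *Traf7* GLOko embryos from 0.121 to 1.06, so the difference was within the spread of the embryos.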

Interestingly, WT embryos also expressed approximately 1.5-fold higher levels of the *Klf2* homolog *Klf4* than *Traf7*^*GLOko*^ embryos, but without statistical significance (Table S1). Next, we validated the downregulated expression of *Klf2* in *Traf7*^*GLOko*^ embryos by quantitative RT-PCR (Figure S2C). Importantly, the expression of *Cd31* was the same in both types of embryos, suggesting a comparable number of WT and *Traf7*^*GLOko*^ endothelial cells. 

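The kinase genes of the cascade were expressed at similar levels in both groups. *Map3k3* (MEKK3) was 13.6 ± 2.34 FPKM in *Traf7* GLOko and 15.0 ± 1.47 in WT embryos, *Map2k5* (MEK5) 11.8 ± 2.59 and 11.9 ± 0.997, and *Mapk7* (ERK5) 17.3 ± 2.87 and 20.2 ± 1.18 (SD, n = 6 each). Their log2 fold changes of -0.14, -0.02 and -0.21 had adjusted p of 0.494, 0.945 and 0.202 from limma. Of 13 genes written for the pathway, *Ccm2*, a vascular scaffold protein that binds MEKK3, fell by 0.59 on the log2 scale and *Mef2c*, a transcription factor phosphorylated by ERK5, rose by 0.67. When adjusted over the list alone, 3 were higher and 2 lower. The list did not pass camera (adjusted p = 0.913), and its median was -0.02 while its mean was 0.03 and the median after rescaling without mitochondrial-genome and globin genes was 0.03. The polarity gene *Scrib* had a log2 fold change of -0.52 (standard error 0.18, adjusted p = 0.0871). These are mRNA levels, and phosphorylation of the kinases is not part of these data.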

Because *Klf2* is almost exclusively expressed in the endothelium during mouse embryonic development, and because it was shown to be selectively induced by fluid shear forces^26^^,^^27^^,^^42^ or biomechanical stimuli via the MEK5-ERK5 pathway,^28^^,^^42^ our findings suggest an impaired MEKK3-MEK5-ERK5-KLF2 signaling cascade in *Traf7*^*GLOko*^ embryos.

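*AU021092* (ENSMUSG00000051669), on chromosome 16 of mm10 from 5211823 to 5222299, was 0.722 ± 0.362 FPKM in WT embryos and 0.0252 ± 0.0618 in *Traf7* GLOko embryos (SD, n = 6 each). It was listed at 0 in 5 *Traf7* GLOko embryos and at 0.151 in GLOko 4, below the lowest WT embryo at 0.184. The log2 fold change was -2.65 (standard error 0.40, adjusted p = 0.00348 from limma). Among the genes called changed this was the fold change of rank 9 from the lowest, *Klf2* being the lowest. Values this near 0 depend on the constant added before taking logarithms, and with 0.01 and 1 in place of 0.1 the log2 fold change was -5.29 and -0.71, of rank 2 and rank 159 among called genes.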

The DEG with the highest level of expression in WT embryos compared to *Traf7*^*GLOko*^ embryos was *AU021092* (Figure 3C), a gene of unknown function. 

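Of 26 cardiomyocyte markers, *AU021092* fell and the other 25 did not pass, and none rose (the same 0 and 1 when adjusted over the list alone). *Myh6* had a log2 fold change of 0.66 (standard error 1.39, adjusted p = 0.798 from limma), *Actc1*, cardiac actin, of 0.75 (standard error 1.00) and *Ttn*, the sarcomere spring titin, of 0.81 (standard error 0.47). The list did not pass camera (adjusted p = 0.913), and its mean was above every WT embryo in 4 of 6 *Traf7* GLOko embryos (two-sided exact permutation test, p = 0.794). The result rests on GLOko 1, since without it 3 markers rose and 1 fell, the median log2 fold change was 1.21 and the list passed camera (adjusted p = 0.000263). Without GLOko 1 and WT 4, a test chosen after seeing the data, 4 rose and 1 fell, with a median of 0.66 (camera, adjusted p = 3.57e-05). The errors were large because GLOko 1 in the *Traf7* GLOko group and WT 4 in the WT group were both low in heart muscle transcripts. *Tnnt2* was not detected in GLOko 1 and was 0.778 FPKM in WT 4, against 3.65 to 20.4 FPKM in the other 10 embryos. Of 16 genes of the cardiac jelly and endocardial cushion, the protease gene *Adamts9* (1.02) and its substrate *Vcan* (0.87), a proteoglycan of the jelly, rose and none fell, with the same counts over the list alone. This list had an adjusted p of 0.0748 by camera.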

Because this gene is expressed by cardiomyocytes in E8.5 embryos,^43^ these results imply an abnormal heart function in *Traf7*^*GLOko*^ embryos. The other two DEGs downregulated in *Traf7*^*GLOko*^ embryos were *Serpina6*, also known as transcortin, and *Nppc*, also known as C-type natriuretic peptide (CNP). 

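*Nppc* (ENSMUSG00000026241; chromosome 1 of mm10, 86666291 to 86670571) was 0.109 ± 0.114 FPKM in *Traf7* GLOko embryos and 1.04 ± 0.688 in WT embryos (SD, n = 6 each). Its log2 fold change was -2.39 (standard error 0.47, adjusted p = 0.0115 from limma), and all *Traf7* GLOko embryos were below all WT embryos (two-sided exact permutation test, p = 0.00216). *Serpina6* (ENSMUSG00000060807; chromosome 12, 103646630 to 103657212) was 0.0300 ± 0.0588 FPKM in *Traf7* GLOko embryos and 0.439 ± 0.529 in WT embryos (SD, n = 6 each). Its log2 fold change of -1.57 (standard error 0.58) did not pass (adjusted p = 0.0945 from limma), and WT embryos ranged from 0 to 1.38 FPKM. Without WT 6 the adjusted p was 0.0479, in a range of 0.0479 to 0.292 over the settings tried. Serum proteins of the embryo are made in yolk sac and liver endoderm, and of 16 markers of these tissues, *Serpina6* included, none passed limma over all genes or over the list alone, and 0 of the 16 changed in either direction.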

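*Bnip3* (ENSMUSG00000078566; chromosome 7 of mm10, 138890836 to 138909519) was 153 ± 41.5 FPKM in *Traf7* GLOko embryos and 31.3 ± 15.2 in WT embryos (SD, n = 6 each), or 490% of the WT mean. Its log2 fold change was 2.37 (standard error 0.26, adjusted p = 7.30e-04 from limma). The lowest *Traf7* GLOko embryo had 93.4 FPKM and the highest WT embryo, WT 3, had 61.0 (two-sided exact permutation test, p = 0.00216). *Bnip3l*, its close relative in mitochondrial autophagy, rose by 1.06 on the log2 scale. Of 18 p53 targets, which include cell death genes, the nuclease gene *Aen* (-0.82) and the antiproliferative gene *Btg2* (-0.48) fell and none rose, with the same counts over the list alone. *Bax*, a pro-apoptotic BCL2 family member, had a log2 fold change of -0.52 (adjusted p = 0.0756). The p53 list did not pass camera (adjusted p = 0.455).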

While transcortin is a major corticosteroid transporter in the blood, NPPC is a major heart-protective natriuretic peptide upregulated by shear stress in endothelial cells.^44^^,^^45^ One of the genes that was increased in *Traf7*^*GLOko*^ embryos, compared to WT counterparts, was *BCL2/adenovirus E1B interacting protein 3* (*Bnip3*), a pro-apoptotic gene induced by hypoxia.^46^^,^^47^^,^^48^ Interestingly, *Erk5*^*−/−*^ embryos also displayed low expression of *Klf2* and high expression of *Bnip3* when compared to WT controls.^25^ 

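Transcripts of vascular endothelium were present in every *Traf7* GLOko embryo. Of 25 endothelial markers, 4 rose and none fell, with the same counts over the list alone, namely the VEGF receptor genes *Flt1* (log2 fold change 1.24), *Kdr* (0.76) and *Flt4* (0.67) and the TGF-beta co-receptor gene *Eng* (0.46). *Kdr* was 14.9 ± 5.28 FPKM in *Traf7* GLOko and 8.57 ± 0.846 in WT embryos (SD, n = 6 each). *Pecam1*, which encodes the junction protein CD31, was 12.1 ± 6.26 and 6.88 ± 1.66 FPKM, a log2 fold change of 0.74 (standard error 0.25) that did not pass (adjusted p = 0.0710 from limma). GLOko 2 had 24.7 FPKM of *Pecam1*, against 8.25 to 11.0 in the other 5 *Traf7* GLOko embryos, and without GLOko 2 the adjusted p was 0.0406. It also passed with rescaling without mitochondrial-genome and globin genes (adjusted p = 0.0409) and with sample weights (0.0477), in a range of 0.0406 to 0.177 over the settings tried. Of 16 arterial and Notch genes, *Heyl* fell by 1.67 on the log2 scale and none rose, also over the list alone. Neither list passed camera (adjusted p = 0.0986 and 0.206).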

Taken together, these results once again suggest that TRAF7 is an integral part of vascular integrity regulated by MEKK3-MEK5-ERK5-KLF2 pathway in embryonic development.

### Endothelial-specific deletion of *Traf7* confers embryonic lethality

To examine whether endothelium-specific expression of TRAF7 is required during embryonic development, we crossed *Traf7-*floxed mice with *Tie2-Cre*^*+*^ animals.^49^ The *Tie2-Cre* transgene drives *Cre* expression throughout early endothelium and in hematopoietic cells, but not in smooth or cardiac muscle.^50^ The intercross produced no *Traf7*^*fl/fl*^*;Tie2-Cre*^*+*^ pups (*Traf7*^*ECko*^ = endothelial cell knockout), indicating that conditional deletion of *Traf7* in endothelial cells leads to embryonic lethality (Figure 4A). Analysis of timed mating revealed ratios of progeny were non-Mendelian; specifically, the observed proportion of *Traf7*^*ECko*^ progeny (0%) differed from expected 25% (*Χ*^2^ (3, *N* = 81) = 27, p < 0.0001). Interestingly, the proportion of *Traf7*^*EChet*^ newborn pups (22.2%) was also lower than the expected 33% of remaining pups after *Traf7*^*ECko*^ embryonic lethality; *Χ*^2^ (2, *N* = 81) = 5, p = 0.03), suggesting that a single copy of *Traf7* in some embryos was not sufficient for survival during gestation. As with *Traf7*^*GLOko*^ embryos, E9.5 *Traf7*^*ECko*^ embryos were indistinguishable from *Traf7*^*fl/fl*^ (control) littermates, while E10.5 *Traf7*^*ECko*^ embryos appeared to be smaller and underdeveloped compared to controls (Figure 4B). In addition, some *Traf7*^*ECko*^ embryos were bloodless and/or had visible hemorrhages. Vascular development of E9.5 embryos was assessed by staining with anti-CD31 antibody and looked intact in both *Traf7*^*EChet*^ and *Traf7*^*ECko*^ embryos (Figure 4C). In contrast, E10.5 *Traf7*^*ECko*^ embryos displayed fragile blood vessels with interrupted connections in the head and in the back of the trunk where intersomitic arteries fuse to dorsal longitudinal anastomotical vessels. Quantification of intersomitic vessel structure demonstrated that blood vessels of E10.5 *Traf7*^*ECk*o^ embryos were significantly more fragmented compared to *Traf7*^*EChet*^ controls. There were significantly lower numbers of junctions, segments, and branches, while higher numbers of isolated segments in*Traf7*^*GLOko*^ embryos (Figure S3). Overall, it appears that *Traf7*^*ECko*^ embryos die around E10, which is similar to the timing of death of *Traf7*^*GLOko*^ embryos. Taken together, these results indicate that TRAF7 is essential for normal endothelium function during embryonic development.

**Figure 4:**
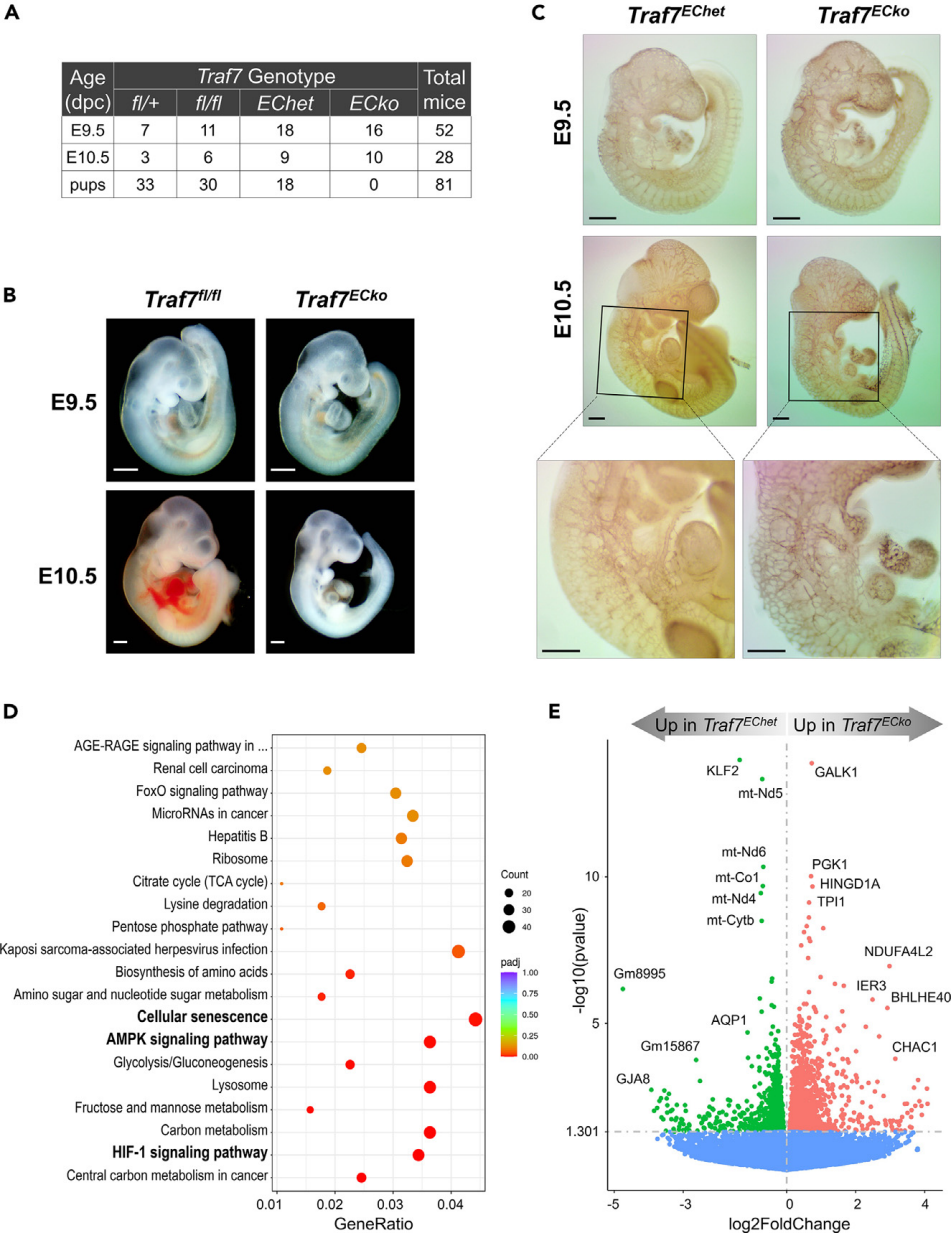
Endothelial-specific deletion of *Traf7* confers embryonic lethality and altered gene expression associates with endothelium-specific TRAF7 deficiency (A) Genotyping analysis of progeny following mating *Traf7*^*fl/fl*^ mice with *Traf7*^*fl/+*^*;Tie2-Cre*^*+*^ mice. *Traf7*^*fl/fl*^*;Tie2-Cre*^*+*^ (*Traf7*^*ECko*^) pups were never born, but genotyping of E9.5 and E10.5 embryos demonstrated the expected Mendelian distribution. (dpc): days postcoitum. (B) Morphological analysis of littermate control (*Traf7*^*fl/fl*^) and *Traf7*^*ECko*^ embryos at E9.5 and E10.5 in lateral views. White scale bars are 0.5 mm. (C) Visual analysis of embryonic vascular structures. Littermate control (*Traf7*^*EChet*^*)* and *Traf7*^*ECko*^ embryos at E9.5 (top panels) and E10.5 (middle panels) were fixed and immuno-stained with an anti-PECAM-1 mAb. Heart regions from E10.5 (middle panels) are shown at higher magnification in the bottom panels. Black scale bars are 0.5 mm. (D) Bubble plot of KEGG enrichment analysis of signaling pathways downregulated in *Traf7*^*ECko*^ versus *Traf7*^*EChet*^ (control) embryos at E9.5. Each bubble represents a KEGG pathway. Gene ratio (x axis) is the proportion of the total genes in a given pathway that is upregulated in the indicated group. (E) Volcano plot of RNA-seq analysis visualizing significant DEGs in *Traf7*^*ECko*^ versus *Traf7*^*EChet*^ (control) embryos at E9.5. Magnitude of change (*x*-axis) vs. statistically significant p values (*y* axis). Points with p value less than 0.05 are shown in blue.

To gain insight into the genes regulated by TRAF7 in embryonic endothelial cells, we performed RNA-seq analysis of *Traf7*^*ECko*^ embryos at E9.5. 

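Whole E9.5 embryos were also used here, 7 *Traf7* ECko and 7 *Traf7* EChet, so that endothelial cells were measured together with all other cells of the embryo. Both groups carry *Tie2-Cre*, which acts in endothelial and hematopoietic cells. RNA isolation, library preparation, sequencing and alignment were as for the *Traf7* GLOko embryos, and the authors' FPKM came as a table of their own, which was scaled and tested by itself. Reads in genes ran from 18424569 to 25364652 in *Traf7* ECko embryos and from 17937321 to 24765617 in *Traf7* EChet embryos. At equal read number, 18682 to 20400 genes were detected in *Traf7* ECko embryos and 19784 to 20421 in *Traf7* EChet embryos, with the fewest in ECko 3 and the most of its group in ECko 4. The test covered 17514 genes. *Xist* and Y-linked transcripts gave 4 female and 3 male *Traf7* ECko embryos, and 1 female and 6 male *Traf7* EChet embryos.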

*Traf7*^*EChet*^ embryos were chosen as a control group to cancel out any interference resulting from the presence of the *Tie2-Cre* transgene. Thus, both of these groups of embryos only differ by a single copy of *Traf7* in any given cell after *Cre*-dependent deletion. 

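*Traf7* was 17.3 ± 2.21 FPKM in *Traf7* ECko embryos and 20.5 ± 1.37 in *Traf7* EChet embryos (SD, n = 7 each), or 84.6% of the *Traf7* EChet mean. The log2 fold change of -0.24 (standard error 0.08) did not pass among all genes (adjusted p = 0.203 from limma). Tested alone, the groups differed (two-sided exact permutation test, p = 0.00699), and 5 of 7 *Traf7* ECko embryos were below every *Traf7* EChet embryo. *Traf7* ECko embryos ranged from 13.6 to 20.4 FPKM and *Traf7* EChet embryos from 18.8 to 22.7. Of 526 genes within 20 Mb of *Traf7*, limma called 0 changed, against 17 of 16987 other genes (0.100%). With so few calls in all, the 0 says little about this region. Over all 17514 genes, 2531 had an unadjusted p under 0.05.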

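*Traf7* ECko embryos differed from one another in heart muscle and hypoxia genes. ECko 3 and ECko 4 had means of -3.07 and -2.78 over 25 cardiomyocyte markers on the log2 scale relative to *Traf7* EChet embryos, with *Myh6* at 1.27 and 2.04 FPKM. None of the 25 passed limma, also over the list alone, and the set passed camera with a median of -0.96 (adjusted p = 2.59e-08), with an adjusted p = 0.339 with an estimated correlation. The mean of the 25 did not differ by an exact permutation test (two-sided, p = 0.134), and without ECko 3 and ECko 4, chosen after seeing the data, the median was -0.06 and camera gave an adjusted p of 0.496. The mean of 32 hypoxia response genes ran from 0.02 in ECko 6 and 0.05 in ECko 4 to 1.50 in ECko 7 and 1.52 in ECko 2. *Traf7* EChet embryos lay 54.9 ± 3.86 log2 units from their center and *Traf7* ECko embryos 61.5 ± 7.10 from theirs (SD, n = 7 each), over 17514 genes. This difference of 6.59 held in an exact permutation test with the distances kept fixed (two-sided, p = 0.0355). Over the 500 genes of highest variance it was 3.05 and no longer passed (exact permutation test, p = 0.0565), and on the first 2 principal components the distances were 32.8 ± 15.8 and 15.8 ± 9.26 (exact permutation test, p = 0.0152).

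**Figure D3:**
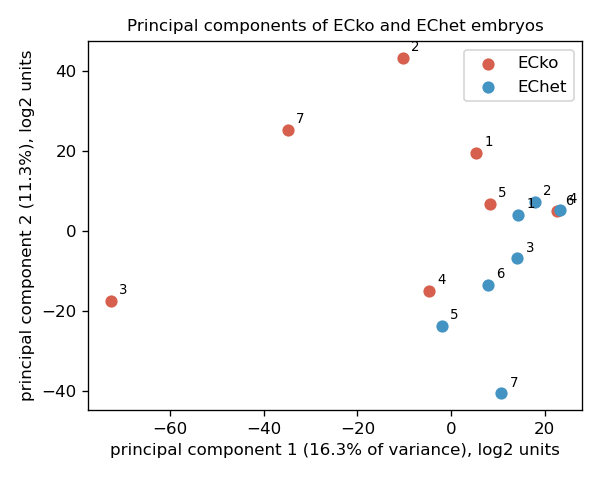
First 2 principal components of the log2 values of 17514 genes, which carry 16.3% and 11.3% of the variance, with 1 point per embryo and its replicate number. *Traf7* ECko embryos 3, 7 and 2 lie apart from the *Traf7* EChet embryos, and *Traf7* ECko embryos 4, 5 and 6 lie among or next to them.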

The analysis revealed that *Traf7*^*EChet*^ embryos formed a relatively tight cluster following PCA (Figure S4A), while *Traf7*^*ECko*^ embryos failed to form a compact cluster. Three *Traf7*^*ECko*^ embryos were in close proximity to the control cluster, suggesting incomplete deviation of the two transcriptional profiles, probably due to inefficient deletion of the floxed *Traf7* gene. Indeed, the vast majority of identified genes (11,787) were common between the two groups, and only 172 and 218 of the DEGs were upregulated in control and *Traf7*^*ECko*^ embryos, respectively (Figure S4B). Nevertheless, hierarchical clustering of transcriptome profiles revealed high sample similarity within each group and a good separation between groups (Figure S4C). 

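*Klf2* was below the *Traf7* EChet range in all *Traf7* ECko embryos, the nearest to the *Traf7* EChet center included. Distance to that center was 60.4 log2 units for ECko 5, 65.2 for ECko 6, 66.1 for ECko 4 and 66.7 for ECko 1, and 74.8 to 93.4 for ECko 2, ECko 7 and ECko 3. Over the 7 *Traf7* ECko embryos, the level of *Traf7* and this distance had a Pearson r of 0.28 (two-sided exact permutation test over pairings, p = 0.528) and a Spearman correlation of 0.0357 (exact permutation test, p = 0.963). Without the 2 embryos farthest from the median of *Traf7*, ECko 4 and ECko 5, r was 0.12. For *Klf2* and the distance, a relation looked at only after the first, r was -0.63 (exact permutation test, p = 0.131), the Spearman correlation was -0.64 (exact permutation test, p = 0.139), and r without ECko 5 and ECko 7 was -0.53. The first relation was 1 of 3 in its family, with an adjusted exact permutation p of 0.528. None of these relations passed its test.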

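With a group mean above 1 FPKM as the limit, 11787 genes were expressed in both groups, 172 in *Traf7* EChet embryos alone and 218 in *Traf7* ECko embryos alone. By limma 0 of these 172 and 218 genes changed, out of 17 changed genes in all. When every embryo of a group had to exceed 1 FPKM, the order turned, with 304 genes in *Traf7* EChet and 214 in *Traf7* ECko embryos alone. The 17 genes that changed, 10 higher and 7 lower in *Traf7* ECko embryos, were expressed above 1 FPKM in both groups, from *Gpr63*, an orphan receptor gene, at 1.08 ± 0.165 and 1.79 ± 0.276 FPKM to *mt-Co1*, a mitochondrial cytochrome c oxidase subunit. *Trappc6a*, a vesicle trafficking gene, was 10.7 ± 1.50 FPKM in *Traf7* ECko and 7.16 ± 0.467 in *Traf7* EChet embryos (SD, n = 7 each), a log2 fold change of 0.57 (adjusted p = 0.0164 from limma). *Clybl* (0.61), a mitochondrial enzyme gene, and *Oxld1* (0.61) rose, and *Gm28439* (-0.77) fell. Quantile normalization gave 4 higher and 7 lower genes (36.4% higher), and rescaling to a fixed total without mitochondrial-genome and globin genes gave 5 higher and 11 lower genes (31.3%), against 58.8% higher. *Klf2* alone also changed by at least 1 log2 unit. The count of changed genes was 4 without ECko 1, 10 without ECko 2, 3 without ECko 3, 32 without ECko 4, 5 without ECko 5, 51 without ECko 6, 6 without ECko 7, 11 without EChet 5, 5 without EChet 1, EChet 3 or EChet 4, and 4 without EChet 2, EChet 6 or EChet 7. It was 11 without ECko 3 and ECko 4, the embryos low in cardiomyocyte transcripts. With sex as a covariate limma called 0 genes, at 1610 with an unadjusted p under 0.05, and with the replicate block 0, at 2369.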

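The median Pearson r of log2 values across genes was 0.965 among *Traf7* ECko embryos, 0.973 among *Traf7* EChet embryos and 0.968 between the groups. ECko 3, low in cardiomyocyte markers, parted first from the other 13 embryos in average-linkage clustering. ECko 2 and ECko 7, both high in hypoxia response genes, parted next as a pair. The other 4 *Traf7* ECko embryos stayed in 1 cluster with all 7 *Traf7* EChet embryos. The nearest neighbor was an embryo of the same group for 4 of 7 *Traf7* ECko embryos and 6 of 7 *Traf7* EChet embryos.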

Gene set enrichment analysis in the KEGG pathway database unveiled enrichment of cellular senescence, AMP-activated protein kinase (AMPK), and HIF-1 signaling in *Traf7*^*ECko*^ embryos compared to *Traf7*^*EChet*^ (Figure 4D), suggesting a deviation in energy balance between the two groups due to *Traf7* deficiency.

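Of 32 hypoxia response genes, *Higd1a*, which adjusts respiratory complexes at low oxygen, rose (log2 fold change 0.72) and the others did not pass over all genes, while over the list alone 23 were higher and 1, *Aqp1*, was lower. The median log2 fold change was 0.71. Of 17 glycolysis genes, 5 rose (14 higher over the list alone) and none fell. These were *Pgk1* (0.69), *Tpi1* (0.63), *Pfkl* (0.64), *Ldha* (0.50) and *Pkm* (0.42), with *Ldha*, lactate dehydrogenase A, at 1037 ± 148 FPKM in *Traf7* ECko and 732 ± 71.2 in *Traf7* EChet embryos (SD, n = 7 each). Both lists passed camera (adjusted p = 1.38e-14 and 1.07e-15). With an estimated correlation, the adjusted p = 0.184 for hypoxia and adjusted p = 0.120 for glycolysis. The mean of the hypoxia list was above every *Traf7* EChet embryo in 5 of 7 *Traf7* ECko embryos (two-sided exact permutation test, p = 0.00583, adjusted p = 0.0280 over the lists). For the glycolysis list this held in 4 of 7 (exact permutation test, p = 0.0274) and did not pass over the lists (adjusted p = 0.0730). Of 35 AMPK signaling genes, limma called 0 over all genes, and over the list alone 3 were higher and 2 lower. *Pck2*, the mitochondrial carboxykinase gene, had a log2 fold change of 0.53, *Prkag2*, an AMPK subunit gene, of -0.27 and *Ulk1*, an autophagy kinase gene, of -0.24 (adjusted p = 0.115, 0.191 and 0.194). Of 49 cellular senescence genes, limma called 0 over all genes and 1 over the list alone, the class I antigen gene *H2-K1* (0.98, adjusted p = 0.0709 over all genes). Camera gave an adjusted p of 0.308 for the AMPK list and 0.264 for the senescence list, and exact permutation tests of the list means gave p = 0.125 and p = 0.0181 (adjusted p = 0.247 and 0.0619 over the lists). Both lists were written here and were not taken from the KEGG pathways of Figure 4D. From the enriched pathways (Figure 4D), the paper proposes a deviation in energy balance between the 2 groups that is due to *Traf7* deficiency, and from the 3 embryos near the controls it proposes that the deletion was inefficient in these.

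**Figure D4:**
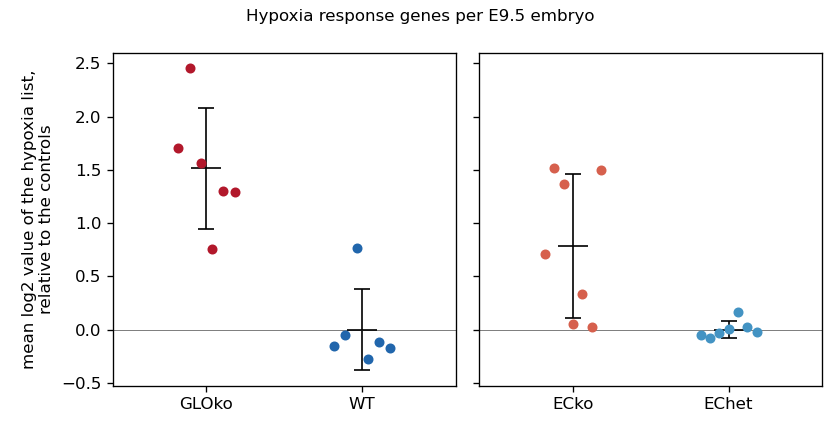
Mean log2 value of 32 hypoxia response genes in each E9.5 embryo, relative to the mean of the control group, with the mean and SD of each group as bars. *Traf7* GLOko embryos range from 0.75 to 2.46 and *Traf7* ECko embryos from 0.02 to 1.52, and WT 3 stands apart from the other WT embryos at 0.77.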

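*Klf2* was 1.65 ± 0.488 FPKM in *Traf7* ECko embryos and 4.22 ± 0.670 in *Traf7* EChet embryos (SD, n = 7 each), or 39.0% of the *Traf7* EChet mean. The log2 fold change was -1.34 (standard error 0.17, adjusted p = 0.00910 from limma), and its p was the smallest of the 17514 genes. *Traf7* ECko embryos ranged from 0.907 to 2.40 FPKM, and all *Traf7* EChet embryos were higher (two-sided exact permutation test, p = 0.000583, the smallest p that 7 embryos against 7 allow). Of 16 flow-responsive endothelial genes, *Klf2* fell and none rose, and over the list alone 2 were lower and none higher. The list passed camera (adjusted p = 0.0168), with an adjusted p = 0.120 with an estimated correlation, and its mean did not pass over the lists (exact permutation test, p = 0.0390, adjusted p = 0.0937). Its members include *Klf2* and *Aqp1* (-0.91), which the paper had already named as lower in these embryos, and its median was -0.10. The list was not tested without these 2 genes, so it gives no support for a fall of the other members. *Nos3* had a log2 fold change of -0.34 (adjusted p = 0.225). The call of *Klf2* was lost with the replicate block (log2 fold change -1.34, adjusted p = 0.0816), with sex as a covariate (-1.22, adjusted p = 0.0581), with the replicate block and gene length correction (-1.38, adjusted p = 0.0778) and with permutation p for each gene (adjusted p = 0.113), in a range of adjusted p reaching 0.113 over the settings tried. The permutation p of *Klf2* was already the smallest that 7 embryos against 7 allow. Its loss in that setting comes from the coarse p and does not bear on *Klf2* itself.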

In agreement with transcriptome analysis of *Traf7*^*ECko*^ embryos, *Klf2* turned up to be the most statistically significant DEG with lower expression in embryos with endothelial-specific *Traf7* deletion compared to the controls (Figure 4E and Table S2). Downregulation of *Klf2* in *Traf7*^*ECko*^ embryos was confirmed with quantitative RT-PCR (Figure S4D). 

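*Aqp1* (ENSMUSG00000004655; chromosome 6 of mm10, 55336432 to 55348555) was 0.286 ± 0.0867 FPKM in *Traf7* ECko embryos and 0.622 ± 0.134 in *Traf7* EChet embryos (SD, n = 7 each). All 7 *Traf7* ECko embryos, at 0.178 to 0.401 FPKM, were below all *Traf7* EChet embryos, at 0.470 to 0.823 (two-sided exact permutation test for this gene, p = 0.000583). The log2 fold change of -0.91 (standard error 0.18) had an adjusted p of 0.0786 from limma over all genes. With protein-coding genes only the adjusted p was 0.0429 and without ECko 6 it was 0.0465, in a range of 0.0429 to 0.278 over the settings tried. Over the list of flow-responsive genes alone, *Aqp1* was the other gene that was lower. Of 24 endothelial markers, limma called 0 over all genes or over the list alone. *Flt1* had a log2 fold change of 0.51 (adjusted p = 0.261) and *Pecam1*, at 7.25 ± 1.12 and 6.17 ± 0.190 FPKM, of 0.22 (adjusted p = 0.261). The set of 24 passed camera with a median of 0.12 (adjusted p = 0.00365), and the adjusted p = 0.266 with an estimated correlation. Its mean did not pass over the lists (exact permutation test, p = 0.0245, adjusted p = 0.0730).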

There was also decreased expression of the nitrogen oxide-transporting transmembrane pore aquaporin-1 (*Aqp1*) previously identified as a direct subject to KLF2-mediated positive regulation in endothelial cells,^51^ suggesting dysregulated KLF2 activity and impaired endothelial cell function in *Traf7*^*ECko*^ embryos. 

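Most mRNAs of the mitochondrial genome were lower in *Traf7* ECko embryos. Of 13, *mt-Nd5*, *mt-Nd6*, *mt-Co1* and *mt-Nd4* fell and none rose, and over the list alone 11 were lower and 1 higher. *mt-Nd5* (ENSMUSG00000064367, mitochondrial positions 11742 to 13565) was 331 ± 50.8 FPKM in *Traf7* ECko and 540 ± 50.5 in *Traf7* EChet embryos (SD, n = 7 each), a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.00910 from limma). *mt-Nd6* was 332 ± 51.1 and 531 ± 71.7 FPKM (-0.68, adjusted p = 0.0304), *mt-Co1* 1568 ± 305 and 2533 ± 281 (-0.70, adjusted p = 0.0416) and *mt-Nd4* 369 ± 83.4 and 620 ± 62.3 (-0.78, adjusted p = 0.0416). *mt-Cytb*, at 1055 ± 249 and 1742 ± 183 FPKM, had a log2 fold change of -0.75 (standard error 0.14) and an adjusted p of 0.0514. Each of these 5 genes was lower in all 7 *Traf7* ECko embryos than in any *Traf7* EChet embryo (two-sided exact permutation test for each gene, p = 0.000583). *mt-Nd3*, higher over the list alone, had a log2 fold change of 0.49. The list passed camera (adjusted p = 1.83e-11), and the adjusted p = 0.120 with an estimated correlation. Of 58 nuclear subunits of the respiratory chain, limma called 0, also over the list alone, and camera gave an adjusted p of 0.0772. ECko 2 had the lowest values of *mt-Nd5* (226.3 FPKM) and *mt-Nd6* (226.6 FPKM), against 316.6 to 382.0 in the other 6 *Traf7* ECko embryos. Of 32 other settings tried, *mt-Nd5* stayed called in 27, *mt-Nd6* in 15, *mt-Co1* in 13 and *mt-Nd4* in 12, with adjusted p reaching 0.206, 0.231, 0.206 and 0.206. The mitochondrial rRNA *mt-Rnr1* had a log2 fold change of 0.75 in the other direction (adjusted p = 0.0862). The adjusted p of *mt-Cytb* ran from 0.0140 to 0.213 over the settings tried and was lowest without ECko 6.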

Out of broadly expressed genes, *Traf7*^*ECko*^ embryos demonstrated lower expression of *mt-Nd6*, *mt-Co1*, *mt-Nd4*, and *mt-CytB*, subunits of the mitochondrial membrane respiratory chain enzymes, indicating attenuated aerobic respiration in tissues of *Traf7*^*ECko*^ embryos. 

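*Galk1* (ENSMUSG00000020766; chromosome 11 of mm10, 116008457 to 116012719) was 122 ± 21.4 FPKM in *Traf7* ECko embryos and 74.0 ± 5.08 in *Traf7* EChet embryos (SD, n = 7 each). Its log2 fold change was 0.72 (standard error 0.09, adjusted p = 0.00910 from limma), with all *Traf7* ECko embryos, from 96.1 FPKM up, above all *Traf7* EChet embryos, up to 79.0 FPKM (two-sided exact permutation test, p = 0.000583). *Ndufa4l2* (ENSMUSG00000040280; chromosome 10, 127514967 to 127517154) was 11.4 ± 9.37 FPKM in *Traf7* ECko and 1.45 ± 0.713 in *Traf7* EChet embryos. Its log2 fold change of 2.51 had a standard error of 0.55 and did not pass over all genes (adjusted p = 0.118), nor in any setting tried, where the adjusted p ran from 0.0519 to 0.398. Tested alone *Ndufa4l2* differed, with 6 of 7 *Traf7* ECko embryos above every *Traf7* EChet embryo (two-sided exact permutation test, p = 0.00117). The paper had named this gene from the same embryos, so the unadjusted p is no independent test. *Bnip3* was 84.2 ± 60.7 and 27.3 ± 3.25 FPKM, a log2 fold change of 1.24 (adjusted p = 0.246). Of 15 genes of glycogen metabolism limma called 0 over all genes, and over the list alone 3 were higher, *Pgm2* (0.92), *Pygl* (0.68) and *Gys1* (0.67). Camera gave this list an adjusted p of 0.134.

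**Figure D5:**
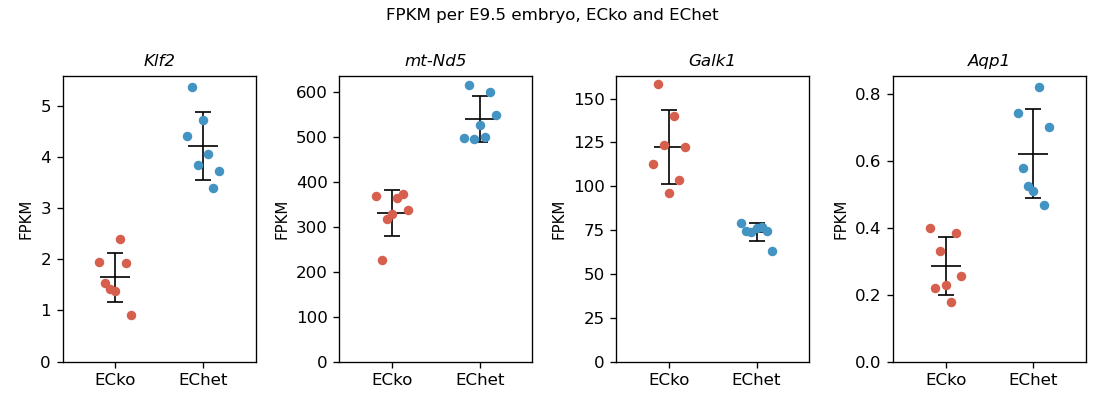
FPKM of *Klf2*, *mt-Nd5*, *Galk1* and *Aqp1* in single E9.5 embryos, on linear axes from 0, with the mean and SD of 7 embryos per group as bars. In each of the 4 panels the *Traf7* ECko and *Traf7* EChet embryos do not overlap.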

Consistently, galactokinase *Galk1* and mitochondrial *Ndufa4l2*, two direct targets of HIF-1,^52^^,^^53^ were among the most statistically significant DEGs highly expressed in *Traf7*^*ECko*^ embryos compared to *Traf7*^*EChet*^ counterparts (Figure 4E). These results are in agreement with recent observation that the mitochondrial pathway participates in the expression of KLF2-dependent genes and improves vascular remodeling.^54^

*Traf7*^*ECko*^ embryos also displayed higher expression of immediate-early response genes, *Ier3* and basic-helix-loop-helix transcription factor *Bhlhe40*, indicating once again embryonic distress resulting from insufficient oxidation in the absence of TRAF7. On the other hand, *Klf4* was not among DEGs significantly upregulated in *Traf7*^*ECko*^ embryos compared to *Traf7*^*EChet*^ controls (Table S2), implying that the transcription of *Klf4* is not regulated by TRAF7 in embryonic endothelial cells.

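*Ier3* (ENSMUSG00000003541; chromosome 17 of mm10, 35821684 to 35822923) was 8.50 ± 7.27 FPKM in *Traf7* ECko embryos and 1.33 ± 0.299 in *Traf7* EChet embryos (SD, n = 7 each), with 5 *Traf7* ECko embryos above every *Traf7* EChet embryo and 2 below. *Bhlhe40* (ENSMUSG00000030103; chromosome 6, 108660629 to 108666925) was 4.86 ± 4.40 and 0.642 ± 0.154 FPKM, with 4 *Traf7* ECko embryos above every *Traf7* EChet embryo. Their log2 fold changes of 1.78 (standard error 0.72) and 1.98 (standard error 0.65) did not pass (adjusted p = 0.281 and 0.218 from limma). Tested alone and without adjustment, each differed (two-sided exact permutation tests, p = 0.0484 for *Ier3* and p = 0.0233 for *Bhlhe40*). The paper had picked both genes from these same embryos, so these p values are no independent test. Of 16 immediate-early genes limma called 0 over all genes or over the list alone, with *Junb* at a log2 fold change of 0.50, *Maff* at 0.61 and *Egr1* at 0.57. The list passed camera with a median of 0.28 (adjusted p = 7.12e-05), and the adjusted p = 0.120 with an estimated correlation. Its mean was above every *Traf7* EChet embryo in 6 of 7 *Traf7* ECko embryos (two-sided exact permutation test, p = 0.0035). Of 16 genes of the integrated stress response through ATF4, limma called 0 over all genes and *Shmt2* (0.48), a serine pathway enzyme gene, was higher over the list alone. The median was 0.28 (camera, adjusted p = 5.80e-04), and the adjusted p = 0.266 with an estimated correlation.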

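*Klf4* was 0.682 ± 0.130 FPKM in *Traf7* ECko embryos and 0.615 ± 0.147 in *Traf7* EChet embryos (SD, n = 7 each), a log2 fold change of 0.14 with a standard error of 0.16 (adjusted p = 0.724 from limma). *Traf7* ECko embryos, at 0.523 to 0.865 FPKM, overlapped *Traf7* EChet embryos, at 0.425 to 0.799.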

### Conditional deletion of *Traf7* in postnatal endothelium leads to brain hemorrhage

Since global or endothelial-specific deletion of *Traf7* resulted in embryonic lethality, we next examined whether TRAF7 expression is required for the integrity of postnatal endothelium. We crossed *Traf7*^*fl/fl*^ mice to *Cdh5(PAC)-Cre*^*ERT2*^*-*trangenic animals, which demonstrate high levels of recombinase-mediated gene deletion in vascular endothelial cells following administration of tamoxifen.^55^^,^^56^ *Traf7* deletion was induced starting at postnatal day 0 (P0) by daily oral feeding of tamoxifen. Twelve days after the initiation of tamoxifen administration, we noted that one of *TRAF7*^*fl/-*^*·Cdh5(PAC)-CreERT2* (*Traf7*^*iECko*^ = inducible endothelial cell knockout) mice developed a pronounced ataxia with seizure-like behavior. At this point, we euthanized all experimental mice in this group and examined the brains. The gross inspection of whole brains demonstrated that, in contrast to *Traf7*^*iEChet*^ littermates, *Traf7*^*iECko*^ mice exhibited prominent focal hemorrhages (Figure 5A), while the quantification revealed a significantly higher number of hemorrhagic foci in *Traf7*^*iECko*^ brains compared to the controls (Figure 5B). A closer examination of neonatal brains confirmed bleeding in *Traf7*^*iECko*^ mice (Figure 5C). Blood vessels in the brain and choroid plexus of the mutant animals were prone to rupture, releasing erythrocytes. The brain was the only affected organ in our experiments, probably due to extensive vascular remodeling of the brain during postnatal development.^57^ The analysis of *Klf2* and *Klf4* in P7 brains revealed a significantly lower expression of *Klf2*, but not of *Klf4*, in *Traf7*^*iECko*^ brains compared to *Traf7*^*iEChet*^ littermates, mirroring the results obtained in *Traf7*-deficient embryos (Figure 5D). Our finding that postnatal endothelial-specific deletion of *Traf7* resulted in brain hemorrhage is in agreement with previously published results demonstrating that *Mekk3* is required for the integrity of postnatal vasculature.^58^

**Figure 5:**
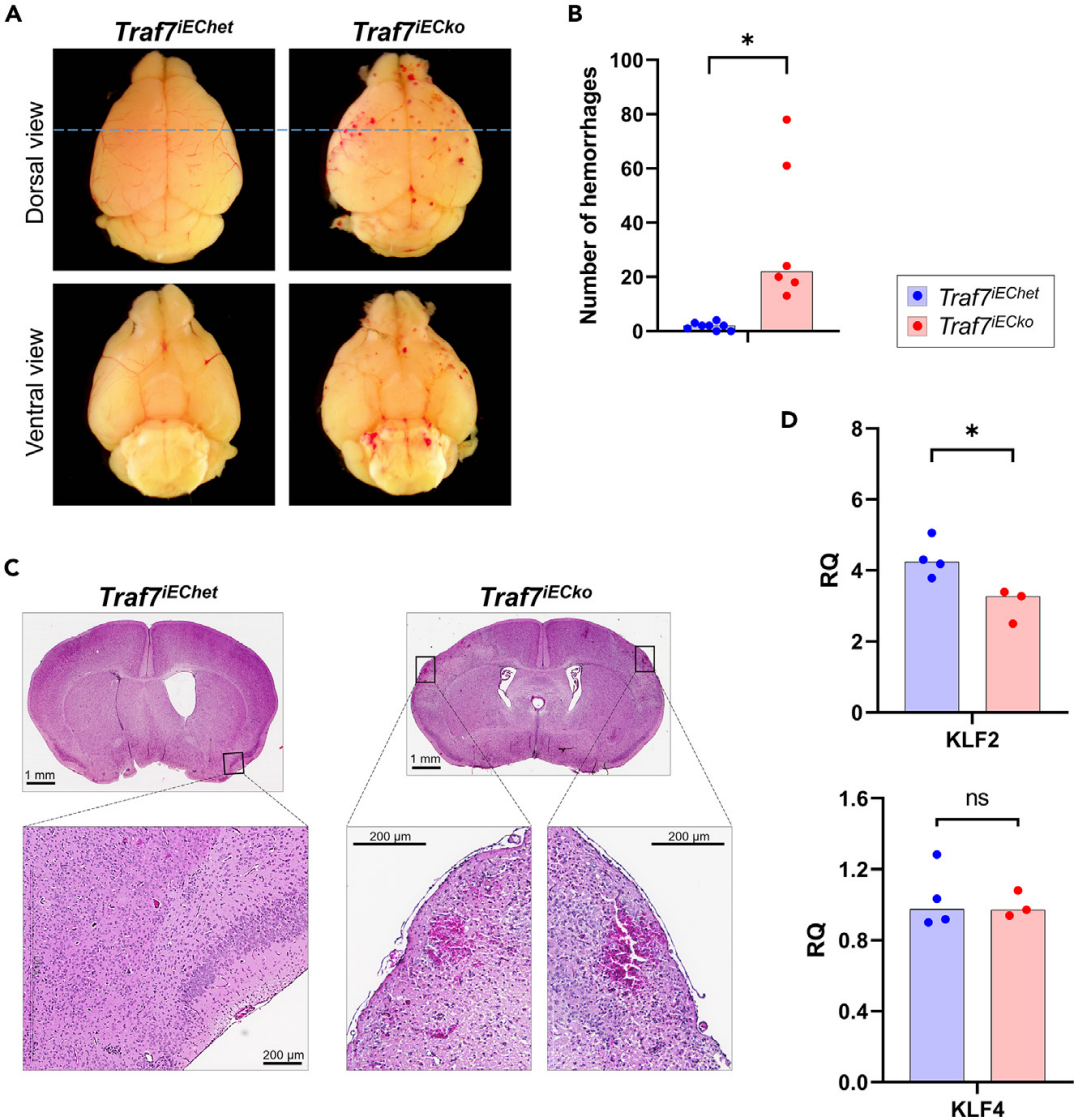
Conditional deletion of *Traf7* in postnatal endothelium leads to brain hemorrhage (A) Dorsal and ventral views of representative embryonic brains from P13 *Traf7*^*iEChet*^ and *Traf7*^*iECko*^ pups collected after daily tamoxifen administration. (B) Quantification of brain hemorrhagic foci in *Traf7*^*EChet*^ (n = 8) and *Traf7*^*ECko*^ (n = 8) pups. (C) H&E-stained coronal brain sections at the position indicated by the dotted blue line in (A). (D) mRNA expression analysis of *Klf2* and *Klf4* in brains of P7 *Traf7*^*iEChet*^ versus *Traf7*^*iECko*^ pups. Each closed symbol represents an individual embryo. Bars show the Median. Asterisks indicate significant difference: (∗) p < 0.05; (ns) not significant.

### Association of TRAF7 with SCRIB

Although the role of the MEKK3-MEK5-ERK5-KLF2 pathway in blood flow-induced shear stress signaling in endothelial cells has been extensively studied over the years,^36^^,^^37^^,^^59^ the identity of the upstream regulator/s of this signaling cascade is still obscure. To discover additional TRAF7-interacting molecules, we used TRAF7 to pull down associated proteins. In order to do this, the coding regions of full-length TRAF7 and meningioma mutant TRAF7^N520S^ were expressed as fusion proteins with FLAG epitope tags at the N terminus. Plasmids encoding FLAG-fusion proteins of bacterial alkaline phosphatase (BAP) and COP1 were used as negative controls. We transfected HEK293 cells with vectors expressing fusion proteins and precipitated associated proteins with anti-FLAG magnetic beads (Figure S5A). Interestingly, bead-bound TRAF7 and TRAF7^N520S^ formed high-molecular-weight complexes, which were partially resistant to solubilization in the reducing Laemmli buffer. Both TRAF7 fusion proteins associated with endogenous MEKK3, MEKK2, and MEK5, but not MARK2, another kinase that was also previously shown to interact with TRAF7.^12^ There also was no ERK5 in TRAF7 precipitates, indicating that ERK5 may not be a part of the TRAF7 complex. Importantly, MEKK2, MEKK3, and MEK5 precipitated with neither BAP nor COP1, indicating specificity of binding to TRAF7. Next, we performed mass spectrometry analysis of TRAF7-interacting proteins precipitated from HEK293 cells. After subtracting non-specific proteins precipitated with BAP beads, SCRIB (also known as SCRB1), a homolog of *Drosophila melanogaster* SCRIBBLE, appeared to be the most abundant of TRAF7-interacting proteins (Figure S5B). Western blot analysis revealed that SCRIB specifically precipitated with both TRAF7 and TRAF7^N520S^, but not with BAP or COP1 (Figure 6A). While coincidental association of TRAF7 with SCRIB was first mentioned in the original TRAF7-MEKK3 study, no results were shown.^12^ More recently, SCRIB was also found as one of 79 proteins associated with TRAF7, and TRAF7 was identified as one of 95 proteins associated with SCRIB in human interactome studies.^19^ Taken together, these results demonstrate that TRAF7 interacts with SCRIB in addition to MEKK2, MEKK3, and MEK5.

**Figure 6:**
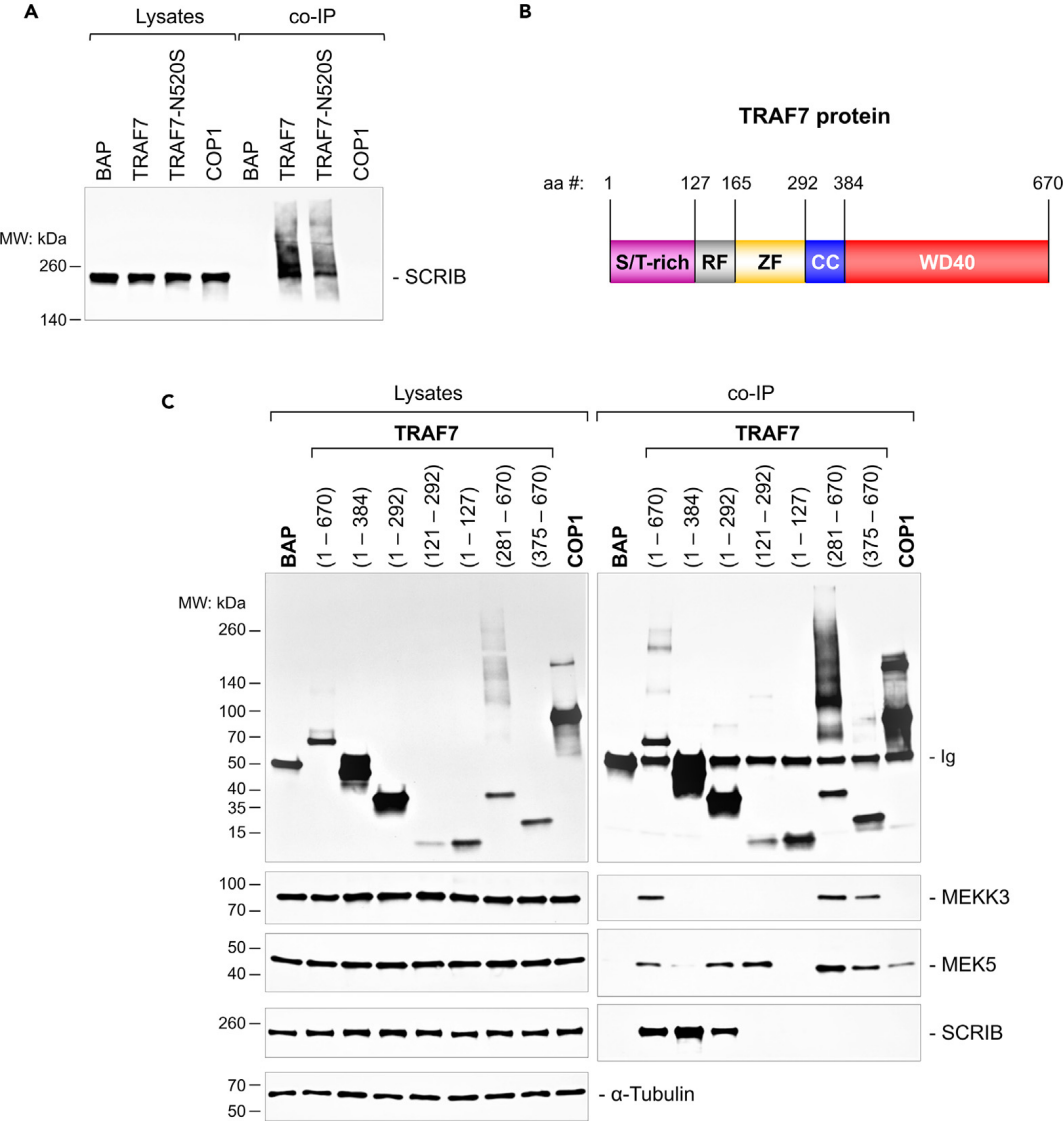
Association of TRAF7 with SCRIB (A) Western blot analysis of SCRIB protein expression and its co-immunoprecipitation (co-IP) with TRAF7 using HEK293 whole-cell lysates and indicated antibodies. BAP (bacterial alkaline phosphatase), COP1, TRAF7, or TRAF7^N520S^ were overexpressed as FLAG-fusion proteins, and co-IP was done with anti-FLAG antibody. Co-IP lanes show amount of protein in 10 times lysate input volume. (B) Schematic structure of TRAF7 protein. S/T-rich (serine/threonine-rich), RF (ring finger), ZF (Zinc finger), CC (coiled coil), and WD40 domains are depicted by different colors. Amino acids numbers (aa #) above the diagram correspond to border amino acids in truncated FLAG-tagged TRAF7 proteins used in this study. (C) Western blot analysis of MEKK3, MEK5, and SCRIB protein expression and their co-immunoprecipitation (co-IP) with overexpressed truncated FLAG-TRAF7 proteins using HEK293 whole-cell lysates and indicated antibodies. Co-IP was done with anti-FLAG antibody. Anti-α-Tubulin antibody was used as the loading control. Co-IP lanes show amount of protein in 10 times lysate input volume. Blots shown in panels (A) and (C) are representative of at least four independent experiments.

To further characterize the association of MEKK3, MEK5, and SCRIB with TRAF7, we expressed truncated TRAF7 fragments and co-precipitated endogenous associated proteins (Figures 6B and 6C). In agreement with previous reports,^12^^,^^14^ the C-terminal WD40 domain (375–670) was required and sufficient for interaction of TRAF7 with MEKK3. Interestingly, MEK5 associated with two distinct regions in TRAF7. The first TRAF7 region (121–292) comprises the RING finger and zinc-finger domains, and the second region (375–670) includes the WD40 domain, which also binds MEKK3. The shortest truncated mutant of TRAF7 able to bind SCRIB was TRAF7(1–292). Two shorter mutants, TRAF7(1–127) and TRAF7(121–292), did not associate with SCRIB, suggesting that a fragment consisting of the N-terminal Serine-Threonine (S/T)-rich RING finger and ZF of TRAF7 was necessary for interaction with SCRIB. Thus, there are two non-overlapping regions in TRAF7: the N-terminal region of TRAF7 that binds SCRIB and the C-terminal that binds MEKK3. Interestingly, MEK5 binds to both regions.

To examine whether TRAF7 directly interacts with SCRIB, we ectopically co-expressed both of them as fusion fluorescent proteins (Figure S6). Full-size SCRIB was expressed as a fusion with EGFP, while full-size TRAF7 and its fragments were expressed as fusion proteins with mCherry. When expressed alone, the majority of full-size TRAF7 was localized in a discrete vesicular pattern in the cytosol, as was previously shown.^12^ In contrast, TRAF7(1–292) was diffusely distributed throughout the cytoplasm, while TRAF7(1–384) formed even bigger aggregates in the cytoplasm, suggesting that the CC domain of TRAF7 is important for self-interaction. When expressed alone, SCRIB-EGFP showed a diffuse intracellular distribution, but when expressed together with truncated TRAF7 fragments, it joined the TRAF7-containing aggregates, suggesting direct interaction of two proteins.

### TRAF7 and SCRIB are essential for phosphorylation of ERK5 induced by fluid flow

As a key integrator of fluid shear stress signaling, ERK5 is required for the maintenance of blood vessel integrity and vascular homeostasis.^31^^,^^32^^,^^34^^,^^60^ It is activated by fluid flow shear stress in endothelial cells following phosphorylation by MEK5.^61^ To understand whether TRAF7 and SCRIB are important for phosphorylation of ERK5 in endothelial cells activated by fluid flow, we exposed a confluent monolayer of human umbilical vein endothelial cells (HUVECs) to pulsating shear stress on an orbital shaker.^62^ Western blot analysis showed a notable upward shift in molecular weight of ERK5 in cells exposed to shear stress and transfected with negative control endoribonuclease-prepared small interfering RNAs (esiRNAs) against Renilla luciferase (RLUC) and MEKK2 (Figure 7, lanes 2 and 10). This shift was consistent with expected activation and phosphorylation of ERK5, which is not mediated by MEKK2.^61^^,^^63^ In contrast, silencing of TRAF7, SCRIB, and MEKK3 resulted in downregulated phosphorylation of ERK5 following exposure to shear stress, suggesting that TRAF7 and SCRIB together with MEKK3 may be important for phosphorylation of ERK5 induced by blood flow in endothelial cells. Because both KLF2 and KLF4 were shown to be downstream of increased MEKK3-MEK5-ERK5 signaling in cerebral cavernous malformations,^64^^,^^65^ we next examined the expression of KLF2 and KLF4 in shear stress-exposed HUVECs. The results demonstrated an upregulation of KLF2 as well as KLF4 proteins in HUVEC transfected with negative control esiRNAs against RLUC and MEKK2 after exposure to shear stress (lanes 2 and 10 in Figure 7A). In contrast, there was a lower upregulation of these transcription factors in cells transfected with esiRNAs against TRAF7, SCRIB, or MEKK3 (lanes 4, 6 and 8 in Figure 7A), indicating that TRAF7 as well as SCRIB are important for upregulation of KLF2 and KLF4 in HUVEC in response to shear stress *in vitro*.

**Figure 7:**
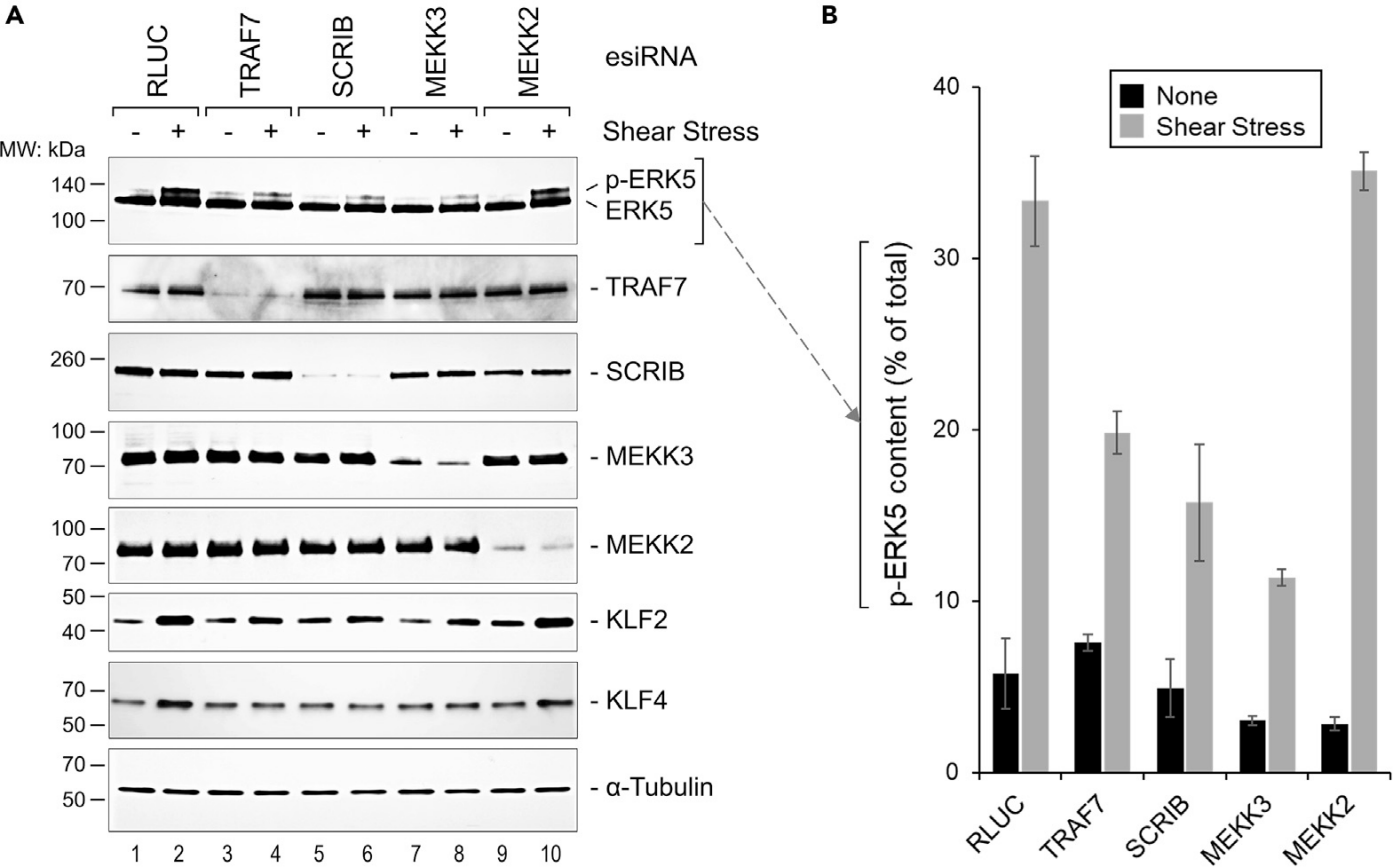
TRAF7 and SCRIB are essential for phosphorylation of ERK5 in endothelial cells exposed to shear stress (A) Western blot analysis of ERK5 phosphorylation (p-ERK5) and TRAF7, SCRIB, MEKK3, MEKK2, KLF2, and KLF4 protein expression in HUVECs under normal (−) or shear stress (+) conditions, with addition of esiRNA specifically inhibiting each of the proteins as indicated. Anti-*Renilla* luciferase (RLUC) esiRNA was used as a negative control. Anti-α-Tubulin antibody was used as the loading control. The results are representative of least three independent experiments. (B) Protein gel quantification analysis of the top western blot panel in (A). p-ERK5 protein levels were calculated as percent of total ERK5 protein content in corresponding lanes using GeneTools from Syngene software. Western blots from four independent experiments were analyzed. Data are presented as Mean ± StDev.

## Discussion

Blood flow through vessels exerts circulatory pressure and fluid shear stress on the endothelial cells that line the luminal surface.^66^ The level of biomechanical stress varies from region to region within the vasculature and plays a critical role in shaping the vascular system to optimize perfusion. The blood flow-responsive endothelial transcription factor KLF2 is known to be activated by shear stress signaling mediated through the MEKK3-MEK5-ERK5 axis.^37^ Indeed, differential *Klf2* expression exhibited the highest statistical significance with substantial downregulation in global as well as endothelial-specific *Traf7*-deficient embryos compared to controls, suggesting that like MEKK3, MEK5, and ERK5, TRAF7 is necessary for *Klf2* expression in endothelial cells. It is interesting, however, that *Klf2*-deficient embryos die almost two days later than mice lacking *Traf7*, *Mekk3*, *Mek5*, or *Erk5*, e.g., between E11.5 to E14.5 depending on the background.^40^^,^^42^^,^^67^^,^^68^ Moreover, *Klf2*-deficient embryos die due to embryonic heart failure but not from anemia or structural vascular defects. These results suggest that genes other than *Klf2* may be the cause of early death of *Traf7*^*GLOko*^ embryos.^42^ One of those genes may be *Klf4* because double-knockout *Klf2*^−/−^;*KLF4*^−/−^ embryos die by E10.5 due to disruptions of the endothelial cell layer of the primary head vein.^69^ However, no significant difference was observed in the expression of *Klf4* in neither *Traf7*^*GLOko*^ nor *Traf7*^*ECko*^ embryos compared to their controls (Tables S1 and S2), indicating that other genes may also contribute to impaired endothelial integrity in *Traf7*^*GLOko*^ embryos.

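Both comparisons, which share no embryo, had *Klf2* among their changed genes, and of 16877 genes tested in both it was the only gene that fell in both. With 879 genes lower in *Traf7* GLOko and 7 lower in *Traf7* ECko embryos, 0.365 shared genes are expected by chance (Fisher's exact test, two-sided, p = 0.312). Of the genes that rose, 7 were shared against 0.562 expected (Fisher's exact test, two-sided, p = 1.78e-07), namely the glycolysis genes *Ldha*, *Pfkl*, *Pgk1*, *Pkm* and *Tpi1* together with *Higd1a* and *Clybl*. This overlap was 1 gene with quantile normalization (Fisher's exact test, two-sided, p = 0.171) and 0 in 8 other settings, among them no filter, sex as a covariate, the replicate block and the number of detected genes as a covariate, the last chosen after seeing the data. Of these 8, only no filter (2 genes) and the number of detected genes (5) had genes called higher in *Traf7* ECko embryos. In the rest no such gene was left to be shared, so their 0 was fixed in advance. Fisher's test treats genes as independent, and most of the 7 belong to glycolysis. The mean of the hypoxia list and the level of *Klf2* had an r of -0.62 over 6 *Traf7* GLOko embryos (two-sided exact permutation test over pairings, p = 0.167; Spearman correlation -0.60) and of -0.57 over 7 *Traf7* ECko embryos (exact permutation test, p = 0.178; Spearman correlation -0.32). Without the 2 embryos farthest from the median of *Klf2*, r was 0.01 and -0.29, so that in the *Traf7* GLOko group the value rests on GLOko 6 and GLOko 2. The adjusted exact permutation p was 0.267 for both, in a family of 3. From the drop of *Klf2*, a flow-responsive gene that the paper describes as almost exclusively endothelial and induced through MEK5 and ERK5, the paper proposes that the MEKK3-MEK5-ERK5-KLF2 cascade is impaired in *Traf7* GLOko embryos. Since *Klf2* also fell after endothelial deletion, the paper proposes that TRAF7, like MEKK3, MEK5 and ERK5, is necessary for *Klf2* expression in endothelial cells.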

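Exact permutation tests of *Klf4* alone gave p = 0.117 for *Traf7* GLOko against WT embryos and p = 0.341 for *Traf7* ECko against *Traf7* EChet embryos (two-sided, n = 6 and n = 7 per group). The lowest adjusted p of *Klf4* over the settings tried was 0.117 for *Traf7* GLOko embryos, where its log2 fold change ran from -0.95 to -0.05. Of the other genes of the endothelium, *Ccm2*, *Gja4*, *Nos3* and *Heyl* fell and *Flt1*, *Kdr*, *Flt4*, *Eng*, *Cav1* and *Edn1* rose in *Traf7* GLOko embryos. In *Traf7* ECko embryos limma called 0 of these 10 genes, where 17 of all 17514 genes were called. The 10 genes were chosen as called in *Traf7* GLOko embryos, and the difference between the 2 comparisons was not tested.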

Although the molecular mechanism of shear stress sensing in endothelial cells has been extensively studied, much still remains to be investigated due to the complexity of blood flow through the vascular network, including variations in intensity, direction, and pulsatility. Here, we demonstrate that in addition to MEKK3 and MEK5, TRAF7 binds to a planar cell polarity protein, SCRIB, which was originally identified in *Drosophila* as a large cytoplasmic protein containing 16 leucine-rich repeats (LRR), two leukemia-associated-protein (LAP)-specific domains, and four PSD95/Dlg1/zo-1 (PDZ) domains.^70^ In *Drosophila*, it associates with discs-large (DLG), and lethal-giant larvae (LGL) proteins, while in mammals SCRIB binds numerous partners and functions as a master scaffold in planar cell polarity, adhesion, synaptogenesis, and proliferation processes.^71^ In cultured mammalian epithelial cells, SCRIB localizes to the basolateral membrane and appears to overlap with adherens junctions.^72^ It plays important roles in cell adhesion, planar polarity, and asymmetric divisions.^73^

There are conflicting reports regarding the role of SCRIB in endothelial cells. Although the functional consequences of these interactions remain unknown, SCRIB was shown to bind non-filamentous vimentin near membrane borders between cells in confluent HUVEC cultures.^74^ In another study, SCRIB interacted with integrin α5 in HUVECs and was shown to be important for directed migration and angiogenesis of intersegmental vessels in zebrafish embryos.^75^ In mice, endothelial-specific deletion of *Scrib* significantly impairs LPS-induced vascular cell adhesion protein 1 (VCAM1) expression and leukocyte adhesion in response to TNF treatment, suggesting that SCRIB facilitates endothelial inflammatory signaling.^76^ On the other hand, deletion of *Scrib* in *ApoE*-deficient mice impairs vascular permeability and promotes atherosclerosis development, indicating that SCRIB contributes to anti-inflammatory responses in endothelial cells.^77^ The latter observation is consistent with the inward arterial remodeling and accelerated atherosclerosis seen in *Mekk3*-deficient mice.^78^ These results imply that SCRIB and MEKK3 may have an overlapping function, which supports our finding that SCRIB knockdown reduced shear stress-induced phosphorylation of ERK5 in HUVECs.

Human *Scrib* mutations are associated with the most severe type of neural tube closure defects, including craniorachischisis and spina bifida.^79^^,^^80^ Interestingly, the *circletail* mouse (*Scrib*^*Crc*^) closely mirrors the phenotypic defects described in humans.^81^^,^^82^ In *Scrib*^*Crc*^ mice, a spontaneous mutation due to a single base insertion after 3182 bp of coding sequence results in frameshift at codon 947 and truncation of SCRIB protein after the second PDZ domain, leaving intact exons for all LLRs, two LAP domains, and the first two PDZ domains. Nevertheless, *Scrib*^*Crc*^ embryos failed to initiate neural tube closure at E8.5 and exhibited an open neural tube from the midbrain/hindbrain boundary throughout the spine.^83^^,^^84^ Likewise, whole-body *Scrib*-knockout mice (*Scrib*^*Gko*^) die prenatally and display an array of developmental abnormalities, including neural tube closure defects and cochlear hair cell orientation defects.^85^ In these mice, the authors excised exons 4–12, encoding LLRs 4–16, but kept in place the coding sequence for LLRs 1–3, two LAP domains, and all PDZ domains. This may explain why the phenotype of *Scrib*^*Crc*^ *and Scrib*^*Gko*^ mice is very different from the phenotype of *Traf7*^*GLOko*^ mice, which had no obvious neural tube closure defects and died around E10 from failed blood vessel integrity. Thus, we cannot exclude that SCRIB might play a role in shear stress-dependent TRAF7-MEKK3-MEK5-ERK5 axis in endothelial cells during embryonic development because in both *Scrib*-knockout mice the majority of the SCRIB coding sequence was left intact in the genome. These leftover fragments might still bind TRAF7 and potentially play a role in TRAF7-dependent shear stress signaling in endothelial cells. Future studies are needed to assess whether SCRIB participates in the sensing of blood flow physical forces by the TRAF7-MEKK3-MEK5 complex during embryogenesis.

When TRAF7 was discovered as a MEKK3 synergistic partner in activation of NF-κB, p38, and c-June N-terminal kinase (JNK), it was demonstrated that TRAF7 is an E3 ubiquitin ligase capable of self-ubiquitination,^12^ although E3 ubiquitin ligase activity was not important for signal transduction in both original studies.^12^^,^^14^ Subsequently, TRAF7 was shown to ubiquitinate a number of molecules, including c-MYB,^16^ MYOD1,^17^ NEMO,^18^ FLICE-like inhibitory protein (c-FLIP_L_, also known as CFLAR),^86^ p53,^87^ and KLF4.^88^ In every study ubiquitination resulted in degradation of the substrate and activation of pro-inflammatory and/or pro-apoptotic pathways, such as NF-κB, or MAP kinases.^7^ For example, it was shown that TRAF7 associated with KLF4 through its ZF-CC region and was responsible for ubiquitination and proteasome-dependent degradation of KLF4 through its RING-dependent E3 ubiquitin ligase activity to promote hepatocellular carcinoma progression.^88^ In contrast to the above observations, we found that TRAF7 is a part of blood flow-induced shear stress-responsive MEKK3-MEK5-ERK5 signaling pathway, which plays an anti-inflammatory role in the endothelium.^37^ Moreover, we did not detect any significant differences in the expression of MEKK3 or MEK5 in *Traf7*^*GLOko*^ embryos compared to WT controls (Figure S1D). Furthermore, no significant changes in the expression of MEKK3, MEK5, or SCRIB were observed in the lysates of HEK293 cells ectopically expressing full size or fragments of TRAF7 (Figure 6C) or in TRAF7-deficient HUVECs exposed to shear stress (Figure 7). We also notice no increases in molecular weight of TRAF7-associated proteins, except SCRIB (Figure 6A), following association with TRAF7. The investigation whether higher-molecular-weight variants of SCRIB are the results of protein aggregation or ubiquitination would be an interesting subject of future investigations.

### Limitations of the study

In this study, we generated *Traf7*-deficient mice to elucidate the physiological role of TRAF7 and describe phenotypes resulted from global and endothelial cell-specific deletion of *Traf7*. Both *Traf7*^*GLOko*^- and *Traf7*^*ECko*^-deficient embryos failed to develop beyond day 10 of embryonic development due to impaired blood vessel integrity linking TRAF7 with MEKK3-MEK5-ERK5 signaling pathway. One possible mechanism through which TRAF7 modulates shear stress signaling is by association with SCRIB, a planar cell polarity protein. We show that SCRIB is important for shear stress-induced phosphorylation of ERK5 in HUVECs. Transfections of HUVECs with esiRNA worked consistently well, but plasmid transfections into HUVECs proved to be difficult and inefficient in our hands as it was shown before for HUVECs.^89^ This presented an obstacle for TRAF7 interaction studies in endothelial cells. Therefore, we performed all *in vitro* TRAF7 interaction studies in HEK293 cells. Major unanswered questions include how TRAF7 activates MEKK3-MEK5-ERK5 signaling, does it function as E3 ligase for possible ubiquitination of these associated proteins, as well as the molecular mechanism of endothelium weakness in TRAF7-deficient animals. These and other questions are a matter for future studies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal ANTI-FLAG® M2 antibody produced in mouse	Sigma-Aldrich	Cat#F1804; RRID: AB_262044
Immun-Star Goat Anti-Mouse (GAM)-HRP Conjugate	BIO-RAD	1705047; RRID:AB_11125753
Anti-CD31, rat monoclonal (MEC13.3) anti-mouse	Fisher Scientific	BDB557355
Goat anti-Rat IgG, polyclonal Affinity-Purified secondary Antibody, HRP	Fisher Scientific	OB3010-05
HA-Tag (C29F4) Rabbit mAb	Cell Signaling Technology	Cat#3724; RRID:AB_1549585
Anti-TRAF7 (WD40) antibody produced in rabbit	Sigma-Aldrich	Cat#HPA041229; RRID:AB_10794194
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, HRP (Invitrogen)	Fisher Scientific	Cat#31462; RRID:AB_228338
MEKK3 Rabbit anti-Human, Mouse, Polyclonal, Invitrogen	Fisher Scientific	Cat#PIPA578058
MEKK2, Rabbit polyclonal	Cell Signaling Technology	Cat#19607; RRID:AB_2798822
MEK5 (E4C4B) Rabbit monoclonal	Cell Signaling Technology	Cat#40737
SCRIB, Rabbit polyclonal	Cell Signaling Technology	Cat#4475; RRID:AB_10557101
Anti-KLF4, rabbit polyclonal	Sigma-Aldrich	Cat#SAB2107958
KLF2 Rabbit polyclonal, Invitrogen™	Fisher Scientific	Cat#PIPA540591
α-Tubulin (DM1A) Mouse monoclonal	Cell Signaling Technology	Cat#3873; RRID:AB_1904178
Anti-Sp1 antibody, Rabbit polyclonal	Sigma-Aldrich	Cat#07645; RRID:AB_310773

**Chemicals, peptides, and recombinant proteins**		

Tamoxifen	MP Biomedicals	Cat#215673883
TrypLE™ Express Enzyme	Fisher Scientific	Cat#12605010

**Critical commercial assays**		

RNeasy Mini Plus Kit	QIAGEN	Cat#74136
QIAshredder	QIAGEN	Cat#79656
RNA*later*® Solution	Fisher Scientific	Cat#AM7023
Lipofectamine™ LTX Reagent	Invitrogen	Cat#15338100
Lipofectamine™ 3000 Transfection Reagent	Invitrogen	Cat#L3000015
qScript™ XLT One-Step RT-qPCR ToughMix®, Low ROX™	QuantaBio	Cat#95134
PerfeCTa® qPCR FastMix® II, Low ROX™	QuantaBio	Cat#95120
Phusion Site-Directed Mutagenesis Kit	Thermo Scientific	Cat#F-541

**Deposited data**		

RNA-seq raw data files	NCBI Gene Expression Omnibus	GEO: GSE229698

**Experimental models: Cell lines**		

Human Umbilical Vein Endothelial Cells (HUVEC)	Fisher Scientific	Cat#C0035C; RRID:CVCL_2959
293 human embryonic kidney cell line	Sigma-Aldrich	Cat#85120602
COS-1 African green monkey kidney cell line	Sigma-Aldrich	Cat#88031701

**Experimental models: Organisms/strains**		

Mouse: *Traf7*^*+/fl*^ on C57BL/6 background	This paper	N/A
Mouse: B6.FVB-Tg(EIIa-cre)C5379Lmgd/J	The Jackson Laboratory	JAX: 003724; RRID:IMSR_JAX:003724
Mouse: B6.Cg-Tg(Tek-cre)12Flv/J	The Jackson Laboratory	JAX: 004128; RRID:IMSR_JAX:004128
Mouse: C57BL/6-Tg(Cdh5-cre/ERT2)1Rha	Taconic	Model: 13073

**Oligonucleotides**		

MISSION® esiRNA targeting human TRAF7	Sigma-Aldrich	EHU071571-20UG
MISSION® esiRNA targeting human SCRIB	Sigma-Aldrich	EHU141131-20UG
MISSION® esiRNA targeting human MAP3K3	Sigma-Aldrich	EHU101361-20UG
MISSION® esiRNA targeting human MAP2K3	Sigma-Aldrich	EHU088281-20UG
MISSION® esiRNA targeting RLUC	Sigma-Aldrich	EHURLUC-20UG
Primers for *Traf7* mice genotyping by conventional PCR (PCR product: WT allele 242 bp, floxed allele 375 bp): T7-Fwd: GCCATAGGGACATTTAACCTGCA T7-Rev: CTAATGCCATACTGCAGACCCA	This paper	N/A
TaqMan assay for genotyping of the WT *Traf7* mouse allele by real-time PCR: WT-3’-Fwd: CCTTGGGCTTAACTCTGCTTAT WT-3’-Rev: CACCCAGAAAGTCCAACAAGA WT-3’-Probe: CAGCCTTGGGAAGAGCCTACTGAC	This paper	N/A
TaqMan assay for genotyping of the floxed *Traf7* mouse allele by real-time PCR: Flox-3’-Fwd: GCTAGTACCTTGGGCTTAACTC Flox-3’-Rev: TGTTCGAACGAAGTTCCTATTCT Flox-3’-Probe: ACGGACACAATCCCACGAACGTAC	This paper	N/A
TaqMan assay for genotyping of the knockout *Traf7* mouse allele by real-time PCR: KO-Fwd: GAGCTAGTTGGCTTCCTCAAA KO-Rev : GGGAAGAGCCTACTGACAGATTA KO-Probe: TGGTACCGTACGTGTAGAAGCTACCA	This paper	N/A
TaqMan assay for mouse *GAPDH* RT-qPCR: GAPDH-Fwd: CCTGTTGCTGTAGCCGTATT GAPDH-Rev: AACAGCAACTCCCACTCTTC GAPDH-Probe: TTGTCATTGAGAGCAATGCCAGCC	This paper	N/A
TaqMan assay for mouse *KLF2* RT-qPCR: KLF2-Fwd: GGCAAGACCTACACCAAGAG KLF2-Rev: TCCTTCCCAGTTGCAATGAT KLF2-Probe: CGTACACACACAGGTGAGAAGCCT	This paper	N/A
TaqMan assay for mouse *KLF4* RT-qPCR: KLF4-Fwd: TTTCCTGCCAGACCAGATG KLF4-Rev: CTTTGGCTTGGGCTCCT KLF4-Probe: TTATCAAGAGCTCATGCCACCGGG	This paper	N/A
TaqMan assay for mouse *PECAM1* RT-qPCR: PECAM1-Fwd: GTGGTCATCGCCACCTTAATA PECAM1-Rev: TTCTCGCTGTTGGAGTTCAG PECAM1-Probe: AAAGCCAAGGCCAAACAGAAACCC	This paper	N/A

**Recombinant DNA**		

p3XFLAG-CMV™-7.1 Expression Vector	Sigma-Aldrich	Cat#E7533
p3XFLAG-CMV™-7-BAP Control Plasmid	Sigma-Aldrich	Cat#C7472
Human TRAF7 (NM_032271) ORF Clone in pcDNA3.1^+^/C-(K)DYK	GenScript	Cat#OHu30808D
SCRIB (H. sapiens) in pANT7_cGST	DNASU Plasmid Repository	CloneID: HsCD00731633
RFWD2 (H. sapiens) in pANT7_cGST	DNASU Plasmid Repository	CloneID: HsCD00639431
pCMV-HA	Clontech	Cat#631604
mCh-Climp63	AddGene	Cat#136293; RRID:Addgene_136293
pD2EGFP-N1	This paper	N/A
p3XFLAG-CMV™-7.1-COP1	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7-N520S	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (1-670)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (1-384)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (1-292)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (1-127)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (121-292)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (281-670)	This paper	N/A
p3XFLAG-CMV™-7.1-TRAF7 (375-670)	This paper	N/A

**Software and algorithms**		

GraphPad Prism 9	GraphPad Software	Prism - GraphPad
HISAT2 (v2.0.5)	SciCrunch Registry	RRID:SCR_015530
featureCounts (v1.5.0-p3)	SciCrunch Registry	RRID:SCR_012919
DESeq2 R package (v1.20.0)	SciCrunch Registry	RRID:SCR_012823
edgeR (v3.22.5)	SciCrunch Registry	RRID:SCR_012802
GATK (v4.1.1.0)	SciCrunch Registry	RRID:SCR_001876
rMATS (4.1.0)	SciCrunch Registry	RRID:SCR_023485
STAR-Fusion (v1.9.0)	Novogene	https://www.novogene.com/
clusterProfiler	SciCrunch Registry	RRID:SCR_016884
STAR	SciCrunch Registry	RRID:SCR_004463

### Resource availability

#### Lead contact

Further information and requests for reagents should be directed to and will be fulfilled by the lead contact, Ian F. Dunn ().

#### Materials availability

Plasmids and genetically modified mice generated in this study are available from the lead contact upon request.

### Experimental model and study participant details

#### *Traf7-*deficient mice

All housing and experimental use of mice were carried out in AAALAC-accredited facility in accordance with United States federal, state, local, and institutional regulations and guidelines governing the use of animals and were approved by OUHSC Institutional Animal Care and Use Committee. *Traf7* targeting vector and *Traf7*^*+/fl*^ mice on C57BL/6 background were generated by the Ingenious Targeting Laboratory (Ronkonkoma, NY). To generate *Traf7*^*+/-*^ mice, *Traf7*^*+/fl*^ mice were crossed with *E2a-Cre*-trangenic animals purchased from the Jackson Laboratories (B6.FVB-Tg(EIIa-cre)C5379Lmgd/J; JAX stock #003724). To generate endothelium-specific knockout mice, *Traf7*^*+/fl*^ mice were crossed with *Tie2-Cre*-transgenic animals purchased from the Jackson Laboratories (B6.Cg-Tg(Tek-cre)12Flv/J; JAX stock #:004128). Subsequently, *Traf7*^*+/fl*^*·Tie2-Cre*-transgenic mice were crossed with *Traf7*^*fl/-*^ or *Traf7*^*fl/fl*^ animals. For conditional deletion of *Traf7* in postnatal endothelium, *Traf7*^*+/fl*^ mice were crossed with *Cdh5(PAC)-CreERT2*-trangenic animals purchased from Taconic (C57BL/6-Tg(Cdh5-cre/ERT2)1Rha; Model #:13073). Subsequently, *Traf7*^*+/fl*^*·Cdh5(PAC)-CreERT2*-transgenic mice were crossed with *Traf7*^*fl/-*^ or *Traf7*^*fl/fl*^ animals. Embryos and neonates were used strictly based on their genotype without any exclusion of males or females.

#### Cell lines

All cell lines were cultured in 37°C incubator with a humidified atmosphere of 5% CO_2_ in air. Human umbilical vein endothelial cells (HUVECs) were purchased from (ThermoFisher, C0035C) and cultured in Human Large Vessel Endothelial Cell Basal Medium (ThermoFisher, M-200-500) supplemented with Large Vessel Endothelial Supplement (LVES) (ThermoFisher, A1460801) in the absence of antibiotics and antimycotics. Human embryonic kidney cell line 293 (HEK293) (Sigma-Aldrich, 85120602) and COS1 (Sigma-Aldrich, 88031701) were cultured in Gibco™ EMEM (Fisher Scientific, 67-008-6) supplemented with10% FCS, 2 mM glutamine, and 1% non-essential amino acids.

### Method details

#### Mouse genotyping

Conventional or real-time PCR of genomic DNA from embryonic stem cells, tail DNA, or yolk sacs were performed with primer sets listed in the key resources table. The Cre gene genotyping was done as described on the web sites of Jackson Laboratories and Taconic.

#### Southern blot genotyping

Mouse tail DNA was analyzed by Southern blot. Genomic DNA was isolated, digested with *Sca I*, and resolved in 0.8% agarose gel. Membranes were hybridized with a 750-bp long 5′ probe generated from genomic DNA by PCR using primers (Forward: GATATCTGTCTCATCTCCCCTCCT and Reverse: GGTAGAGTAATAATGACCATGGGC) and cloned into pCR-TOPO vector. The bands of 26.3 Kb, 7.9 Kb, and 17.9 Kb correspond to WT, Floxed, and KO alleles, respectively (Figure S1C).

#### Embryological analysis

To harvest embryos at specified embryologic stages, timed pregnancies were set up. The embryos were considered 0.5 days post coitus (dpc) at noon of the day of detection of the vaginal plug. On E9.5 and E10.5, females were euthanized and embryos extracted. After removal from the uterus, yolk sacs and embryos were examined for gross abnormalities. Embryonic genotyping was done on genomic DNA purified from yolk sacs. Whole embryo images were obtained at total magnifications of 15x and 45x (combination of magnifications of 1.5x and 4.5x objective lens with 10x ocular lens) using an AmScope microscope with a MU1003 digital camera and AmScope software (AmScope). Embryos were fixed in 4% paraformaldehyde solution in PBS, embedded in paraffin and sagittal 5 μm sections were cut and stained with hematoxylin and eosin.

#### CD31 staining of embryos

CD31 staining of embryos was done as described in.^30^ Briefly, embryos were fixed in 4% paraformaldehyde in PBS overnight at 4°C, rinsed with PBS, dehydrated in methanol, bleached with 5% H_2_O_2_ in methanol for 5 hours, and then rinsed and stored in methanol. After rehydration, embryos were blocked and then incubated with 1:200 dilution of rat anti-mouse platelet endothelial cell adhesion molecule-1 (PECAM-1) (Fisher Scientific, BDB557355). After washing embryos were then incubated with secondary antibody of goat anti-rat immunoglobulin G (IgG) conjugated horseradish peroxidase (Fisher Scientific, OB3010-05). Horseradish peroxidase detection was done by using Metal Enhanced DAB Substrate Kit (Fisher Scientific, PI34065).

#### RNA-seq and differential expression (DE) analysis

E9.5 embryos were extracted from yolk sacs and immediately placed in RNA*later*® Solution (Fisher Scientific, #AM7023). They were kept at 4°C for 24 hours and transferred to -80°C for long-term storage before RNA extraction. Total RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN, #74034) and QIAshredder (QIAGEN, #79656) according to the manufacturer’s instructions. Preparation of cDNA libraries, sequencing and analysis were conducted by Novogene Co., LTD (Beijing, China). Significant DEGs were defined as those that had both an absolute log2 fold change ≥ 1 as well as a false discovery rate adjusted p-value ≤ 0.05 for each comparison independently.

#### Quantitative PCR (RT-qPCR)

Total cell RNA was used to measure gene mRNA levels by real-time qPCR. Reverse transcription and cDNA amplification were performed in one tube using qScript™ XLT One-Step RT-qPCR ToughMix®, Low ROX™ (VWR Quanta Biosciences™, #95134) on an Applied Biosystems 7500 Fast Real-Time PCR System (Fisher Scientific). Sample reactions were run in 3-6 replicates. Each mRNA analysis was run in a DuPlex PCR reaction with *Gapdh* as an internal control. Standard curves for each gene were run to verify the linear range of amplification. Input RNA was kept under 200 ng per reaction to stay within the linear range for *Gapdh* levels. All data were analyzed in Microsoft Excel with the built-in analysis methods. TaqMan assays used for RT-qPCR are listed in the key resources table.

#### Brain hemorrhage analysis

Tamoxifen feeding of neonatal pups was done as described in.^58^ Tamoxifen was dissolved in sterile corn oil at a concentration of 10 mg/ml and administered to neonatal *Traf7*^*+/fl*^*·Cdh5(PAC)-CreERT2* and *Traf7*^*fl/-*^*·Cdh5(PAC)-CreERT2* pups by feeding to the mouth starting at P1. The tamoxifen feeding schedule was: P0–2, 5 mg per day; P3–5, 7.5 mg per day; after P6, 10 mg per day. Brains were dissected at P13, fixed overnight in 4% PFA, washed in PBS, and dehydrated in 100% EtOH. After that, they were embedded in paraffin and coronal 5 μm sections were cut and stained with hematoxylin and eosin.

#### siRNA constructs and transfections

All mission® esiRNA constructs (RLUC, EHURLUC-20.00UG; MAP3K3, EHU101361-20.00UG; MAP2K3, EHU088281-20.00UG; SCRIB, EHU141131-20.00UG; TRAF7, EHU071571-20.00UG) were purchased from Sigma-Aldrich. For shear stress test we used HUVEC cells between passages 3 and 5. Cells were seeded at 5x10^5^ of cells in 2 ml of medium into each well of two six-well cell culture dishes. Thirty-six hours later cells were transfected usingInvitrogen™ Lipofectamine™ RNAiMAX Transfection Reagent (Fisher Scientific, 13-778-075). Next morning, one plate was left under static conditions, while another was shaken for 6 hours at 150 rpm on a horizontal orbital shaker system Shaker, Extreme (Ohaus, SHEX1619DG).

#### Other cell cultures, plasmids, and transfections

HEK293 (Sigma-Aldrich, 85120602) and COS1 (Sigma-Aldrich, 88031701) cell lines were cultured in Gibco™ EMEM (Fisher Scientific, 67-008-6) supplemented with 10% FCS, 2 mM glutamine, and 1% non-essential amino acids. Human TRAF7 cDNA in expression vector pcDNA3.1+/C-(K)-DYK (NM_032271) was purchased from GenScript. Plasmid p3xFLAG-CMV7.1 (E4026) and control construct p3xFLAG-CMV7.1-BAP (C7472) were purchased from Sigma-Aldrich. Expression plasmids for FLAG-tagged human COP1, SCRIB and TRAF7 and its mutants were constructed by PCR amplification of the corresponding cDNA fragments and subsequent cloning into p3xFLAG-CMV7.1 vector containing an N-terminal 3xFLAG tag. Expression plasmids for mCherry-tagged TRAF7 and its mutants were also constructed by PCR amplification of mCherry open reading frame and subsequent cloning into p3xFLAG-CMV7.1-TRAF7 constructs. Expression plasmids for EGFP-tagged SCRIB were also constructed by PCR amplification of EGFP open reading frame and subsequent cloning into p3xFLAG-CMV7.1-TRAF7 constructs. A Phusion Site-Directed Mutagenesis Kit (Thermo Scientific, F-541) was used to introduce a point mutation for N520S amino acid change in p3xFLAG-CMV7.1-TRAF7 construct. Transient transfections were carried out using Invitrogen™ Lipofectamine™ LTX Reagent with PLUS™ Reagent (Fisher Scientific, 15-338-100) according to the manufacturer’s instructions. Not more than 2 μg of total plasmid DNA per 10^6^ cells were used.

#### Cell lysis and co-immunoprecipitations

Whole embryos and HUVECs were lysed in 1x Laemmli Sample Buffer (BIO-RAD, 1610747) with 100 mM NaCl, 50 mM DTT, and 1 μg/ml phosphatase inhibitor cocktail 3 (SigmaAlrich, P0044) mixed with glass beads, and shaken in an Eppendorf shaker at 2,000 RPM at 85°C for 10 min. For co-immunoprecipitations HEK293 cells were washed in 1xPBS and lysed in buffer containing 20 mM Tris-HCl pH 7.5, 20 mM NaCl, 1x Thermo Halt protease inhibitors, 0.5% IGEPAL CA-630, 1 mM DTT, 1 mM EDTA, and 0.1 mM MG-132. Lysates were sonicated on ice using Fisher Scientific FB120 at 5 min/10 sec/10 sec, rotated with M2-Magnetic beads (Sigma-Alrich, M8823) for 3 hours and washed 3 times with 20 mM Tris-HCl pH 7.5, 20 mM NaCl, 0.1% IGEPAL CA-630, and 1 mM EDTA.

#### Western blot analysis

Samples were run on an 4-15% Mini-PROTEAN® TGX™ Protein Gel (BIO-RAD, 4561083); transferred to nitrocellulose membranes (BIO-RAD, 1620145), which were blocked with Blotting-Grade Blocker (BIO-RAD, 1706404); and probed with antibodies from CellSignaling: MEKK3 (5727), MEKK2 (5727), MARK2 (9118), ERK5 (3552), MEK5 (40737), and SCRIB (4475). Sp1 antibody (Sigma Aldrich, 07-645), and α-tubulin (3873) were used as loading controls. Secondary antibodies included goat anti-rabbit IgG, HPR-linked (CellSignaling, 7074) and goat anti-mouse-HRP Conjugate (BIO-RAD, 1705047). Blots were developed with chemiluminescent Western blotting substrates: SuperSignal™ West Femto (ThermoFisher, PI34094) or Pierce™ ECL Western blotting substrate (ThermoFisher, 32209).

#### Mass spectrometry analysis

Mass spectrometry analysis was done as previously described.^90^ Briefly, after samples were run on a gel, the lanes were subdivided into narrow segments, which were cut from the gel. Each gel segment was washed, destained, lyophilized, rehydrated and digested with trypsin overnight at 37°C. The peptides were extracted and run on Finnigan LCQ DUO Thermo Quest Ion Trap Mass Spectrometer with Protana nanospray ion source interfaced to Phenomenex Jupiter 10 μm C18 reverse-phase capillary column. The resulting MS/MS spectra were analyzed using Sequest software.

### Quantification and statistical analysis

Statistical analysis of progeny Mendelian distribution and brain hemorrhage was analyzed using the Chi-squared test (Graphpad Prism 9.5.1). Quantification of the embryonic vascular network was performed using Angiogenesis Analyzer in ImageJ software. Number of branching points (junctions) and segments were analyzed within a fixed-size window in at least three different embryos of each genotype. 

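The Wald test of DESeq2 is the authors' test on read counts. The values analysed here are FPKM, and limma on log2 FPKM was used in its place, with *Klf2*, *Traf7* and all other genes tested by the same model. On simulated tables with the group sizes and the spread per gene of each comparison, a true log2 change of 1 was found in 73% of changed genes for 6 embryos against 6 and in 94% for 7 against 7. A true change of 2 was found in 94% and 100%. Among the unchanged simulated genes, 11 of the first and 6 of the other table were called. Noise was drawn independently for each gene and embryo, with the same SD in both groups. Changes were placed only in genes with a positive mean log2 value in control embryos. In the real tables genes of a list varied together between embryos, and knockout embryos spread more widely. The shares found are therefore not the power of the test in the real tables.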

In RNA-seq DE analysis, differential expression was calculated using the Wald test implemented in the R package DESeq2. Significantly differentially expressed genes were defined as those that had both an absolute log2 fold change ≥ 1 as well as a false discovery rate (FDR) adjusted p-value ≤ 0.05 for each comparison independently. Gene expression levels by RT-qPCR for all genes of interest were calculated by comparative ΔC_T_ experiment runs on AB7500 Fast machine and analyzed using the 7500 Software v2.3. The ΔC_T_ data for each gene of interest were normalized on *Gapdh* ΔC_T_ data. Statistical analyses of RT-qPCR data were performed and plotted using Excel with the built-in analysis methods.

## Data Availability

• RNA-seq raw data files have been deposited on NCBI Gene Expression Omnibus and are publicly accessible (GEO Accession viewer (nih.gov)). The GEO accession number is listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Supplemental information

Document S1. Figures S1–S6

Table S1. Transcriptome comparison of E9.5 *Traf7*^*GLOko*^ vs. WT embryos by RNA-seq. 

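Table S1 lists a log2 fold change and adjusted p for each of 25101 genes, of which the first 1998, ordered by significance, were read here. The paper's log2 fold changes in it were -2.92 for *Traf7*, -3.97 for *Klf2*, 2.29 for *Bnip3* and 1.80 for *Slc2a3*. The values from limma were -2.85, -3.90, 2.37 and 1.83.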

List of DEGs, related to Figure 3

Table S2. Transcriptome comparison of E9.5 *Traf7*^*ECko*^ vs. *Traf7*^*EChet*^ embryos by RNA-seq. 

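Table S2 has the same layout for 26580 genes, and again the first 1998 were read. The paper lists 360 genes in it at an adjusted p of 0.05 or less. All 360 were tested here, all had the same sign as in the paper's list, and 359 had an unadjusted p under 0.05 by limma. The 17 genes called here, *Klf2*, *Galk1* and *mt-Nd5* among them, all belong to these 360.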

List of DEGs, related to Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

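The tables of FPKM (fragments per kilobase of gene length, scaled to library size) deposited by the authors were used, 1 for *Traf7* GLOko and WT embryos and 1 for *Traf7* ECko and *Traf7* EChet embryos, with 26 libraries in all and 54532 genes in each. Reads had been aligned by STAR to mm10, and neither the version of STAR nor that of the gene annotation is given in the sources used here. Of the gene identifiers, 54409 (99.8%) were found in the mouse GENCODE annotation used as reference, and 98.3% had the same start and end. Of the gene names, 27 had been turned into dates, and these genes were read by identifier.

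The numbers of reads behind the FPKM were recovered from the step between values of each library, and the library size implied by FPKM was 0.976 to 1.03 times the recovered reads. For detected genes, libraries were thinned to 16662293 reads. Within groups, chi-square per gene between pairs of libraries was 5.28 to 157, so that embryos of a group differed by more than counting error.

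For testing, FPKM were divided by median-of-ratios factors from genes with a mean FPKM of at least 1, 0.1 was added, and genes with a mean FPKM of at least 0.1 were kept. limma 3.58.1 in R 4.3.3 was run on the log2 values with trend and robust settings, for each table separately, and p values were adjusted by the Benjamini-Hochberg method. A gene is called changed at an adjusted p of 0.05 or less, and a DEG has an absolute log2 fold change of at least 1 as well. All tests were two-sided. Exact permutation tests went through all ways to divide the embryos of a comparison, and distances, correlations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. For spread, each embryo's distance to its own group center was kept fixed and permuted, and centers were not computed again. Embryos of a group share a center, so the p for spread is approximate.

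The 25 lists of genes, for hypoxia, glycolysis, glycogen, the respiratory chain (nuclear and mitochondrial mRNAs), mitochondrial rRNAs, flow response, arterial and Notch genes, the MEKK3 cascade, ATF4 targets, immediate-early genes, p53 targets, cell cycle, AMPK, senescence, major histocompatibility genes, *Hox* genes, sex-linked genes and markers of endothelium, cardiomyocytes, cardiac jelly, erythroid cells, macrophages, yolk sac and neurons, were tested with camera. Genes were named by 1 rule, namely the 38 genes that the paper names or labels, the 10 higher and 10 lower called genes of smallest p, the 3 genes of smallest p in each list, and sex-linked genes. A few other members of the lists were named as examples after their values had been seen. Many of the genes that the paper names were picked by it for their change in these same embryos. For such genes the exact permutation p of a single gene is unadjusted and no independent test.

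The main settings, the lists, the naming rule and 23 alternatives were chosen before the data were examined, but the lists were written after the top of Tables S1 and S2 had been seen. The 5 alternatives added after seeing the data were limma-voom on recovered reads, the number of detected genes as a covariate, and fits without GLOko 1 and GLOko 6 (or ECko 3), without GLOko 1, GLOko 2 and GLOko 6, and without the embryos low in cardiomyocyte transcripts. The results of a few genes are not reported here, although the counts include them. RT-qPCR, blots, stainings and cell culture data of the paper were not analysed here.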

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

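Of the tests in this part, those on the second heart list for loss through the knockout, on detected genes, on *Traf7* in WT 4 and on the distances of *Traf7* ECko embryos were chosen only after the result was seen. Among 256 groups of embryos screened, 38 held an embryo far from the others, and chance flags about 1 in 20 groups.

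Cardiomyocyte transcripts were low in GLOko 1, WT 4, ECko 3 and ECko 4, where the medians over a second list of heart genes (24 in the first comparison, 23 in the other) differed from the other embryos of the group by -4.24, -2.24, -1.95 and -1.83 on the log2 scale, against -0.88 in the lowest of the other embryos, WT 6. For loss of this gene expression through the knockout, the bound set against it was met in WT 4, at -2.24. This shows only that such a deficit occurs in an embryo labelled wild-type, since WT 4 was picked for its low heart genes. For GLOko 1, ECko 3 and ECko 4 such a loss cannot be told apart, since 1 of these 3 had a larger deficit than WT 4. Low library complexity is argued against for WT 4 and ECko 4, with 19465 and 20400 genes detected at equal read number, at least 76 above the median control embryo. It cannot be told apart for GLOko 1 (16823 genes) and ECko 3 (18682), the lowest of their comparisons, although GLOko 2, GLOko 6 and ECko 2, also below every control embryo in detected genes, had heart medians of -0.11 or higher. Heart tissue absent from the sample cannot be told apart from a lower expression, since the smallest deficit of -1.83 lies between the bounds of -2 and -1 set for this test. The mean of *Npr3* and *Nfatc1*, genes of the inner lining of the heart, stayed within 1 log2 unit in all 4 embryos, with the highest at 0.17 in ECko 3 and the lowest at -0.61 in GLOko 1, so that loss of heart muscle transcripts with the lining still present may apply, on 2 genes only. Whether heart muscle failed to form, was lost or was damaged at collection was not tested.

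*Traf7* in WT 4 was 11.1 FPKM, far from the 18.9 to 20.6 FPKM of the other 5 WT embryos, and 56.2% of their mean of 19.8 ± 0.650 (SD, n = 5). A mixture with knockout tissue or RNA is argued against by 843 genes changed without WT 4, over which WT 4 lay at a median share of 0.0316 of the way to the *Traf7* GLOko embryos. Missing heart tissue is argued against by ECko 3 and ECko 4, whose mean log2 *Traf7* was 0.24 above that of the other *Traf7* ECko embryos. The value lay 0.0183 SD from the midpoint between the other WT and the *Traf7* GLOko embryos, as an embryo with 1 deleted copy of *Traf7* might show. This is a hypothesis, since the test was chosen on the same value and no genotype was read here.

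*Traf7* ECko embryos lay at different distances from the *Traf7* EChet embryos. For inefficient deletion in the nearer embryos, the bound set against it was an r above 0 between *Traf7* and distance with *Klf2* of every *Traf7* ECko embryo below every *Traf7* EChet embryo, and both were met, at an r of 0.28. With 7 embryos this r is not beyond its spread (two-sided exact permutation test, p = 0.528), and whole embryos hold few endothelial cells, so inefficient deletion cannot be told apart from other explanations. A hypoxia and stress state that can arise without loss of *Traf7* also cannot be told apart, since 78.1% of 32 hypoxia genes were highest in WT 3 among the WT embryos, under the bound of 80% set for this test. In the other 5 WT embryos, 0 to 4 of the 32 genes were highest.

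GLOko 2 stood far above the other 5 *Traf7* GLOko embryos in FPKM of *Pecam1* (24.7 against 8.25 to 11.0), *Cox4i2* (73.5 against 24.2 to 39.7), *Tmem45a* (10.1 against 3.01 to 3.92), *Ndufa4l2* (81.9 against 13.2 to 29.5), *Pgk1* (1770.1 against 932 to 1167) and *Gm8995* (0.0213 against 0 to 0.00786). In list means on the log2 scale it was far from the others for glycogen metabolism (1.14 against 0.48 to 0.67), posterior *Hox* genes (-2.46 against -0.35 to 0.40), p53 targets (0.89 against -0.12 to 0.09) and the cell cycle (-0.60 against -0.13 to -0.04). GLOko 1 was far below the others in flow-responsive genes (-1.06 against -0.49 to -0.26) and cardiomyocyte markers (-4.09 against 0.52 to 1.38). GLOko 4 was the only embryo of its group with *AU021092* above 0 (0.151 FPKM against 0 in each), so this flag carries no weight. It was also above the others in *Serpina6* (0.147 against 0 to 0.0332), near 0 FPKM. GLOko 5 was far above the others in *S100g* (43.7 against 0 to 9.81).

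WT 3 was far above the other 5 WT embryos in FPKM of *Bnip3* (61.0 against 20.3 to 32.2), *Galk1* (161 against 86.5 to 105), *Ndufa4l2* (9.85 against 0.879 to 2.24), *Pgk1* (963 against 493 to 613), *Tpi1* (519.8 against 278 to 331), *Bhlhe40* (4.27 against 0.276 to 0.669) and *Chac1* (9.05 against 0.0666 to 0.857). Its list means were far above theirs for hypoxia (0.77 against -0.27 to -0.05), glycolysis (0.41 against -0.20 to 0.03) and immediate-early genes (0.51 against -0.25 to 0.02).

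ECko 2 was far from the other 6 *Traf7* ECko embryos in *mt-Nd5* (226 FPKM against 317 to 374), *mt-Nd6* (227 against 327 to 382) and the mean of mitochondrial-genome mRNAs (-1.13 against -0.51 to -0.23). ECko 6 was the only embryo of its group with *Gm8995* above 0 (0.0113 FPKM against 0 in each), so this flag carries no weight. ECko 1 was above the others in yolk sac and liver endoderm markers (0.97 against -0.21 to 0.16) and ECko 7 in p53 targets (0.33 against -0.08 to 0.08). Among *Traf7* EChet embryos, EChet 5 was far above the others in *S100g* (1.64 FPKM against 0 to 0.465) and in yolk sac and liver endoderm markers (0.47 against -0.28 to 0.00), and EChet 7 lay far from them in *Galk1* (63.2 FPKM against 73.9 to 79.0) and p53 targets (0.12 against -0.04 to 0.00).

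Some lists of genes outside those the paper discusses passed camera. In *Traf7* GLOko against WT embryos the median log2 fold change was 0.76 for glycolysis, 0.57 for glycogen metabolism, -0.20 for nuclear respiratory chain subunits, -0.95 for neuronal differentiation and 0.56 for ATF4 targets. In *Traf7* ECko against *Traf7* EChet embryos it was 0.50 for glycolysis, -0.96 for cardiomyocyte markers, 0.28 for ATF4 targets and 0.39 for major histocompatibility genes. The list of mitochondrial rRNAs and the tRNA of proline (median 1.32 and 0.75) is left out of these, since its 3 genes were chosen after the paper's tables had been seen. With an estimated correlation, camera called none of these lists.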

How the results depend on the processing

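The tests with limma-voom, with the number of detected genes as a covariate and without the embryos that stood apart were chosen only after the results were seen. *Traf7* and *Klf2* were called in *Traf7* GLOko embryos under all 32 alternatives, which hold an exact permutation test per gene besides the limma fits. Their log2 fold changes ran from -2.99 to -2.47 and from -4.79 to -2.18.

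Of 100 splits of the 12 embryos, 1 gave as many changed genes as the real split of *Traf7* GLOko and WT embryos, the real one itself (1833 against at most 1 in the others), and 1 as many DEGs (344 against at most 1). For *Traf7* ECko embryos, 1 of 100 splits gave as many as the 17 changed genes (at most 1 gene in the others), and 8 of 100 as many as the single DEG (at most 1 in the others). A random division of the embryos is thus argued against for these counts except the single DEG. Most other splits mix both groups, whose difference then widens the spread within groups and lowers the calls. They do not exclude chance for single genes, and they do not separate genotype from sex, with which as a covariate the 17 genes became 0.

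In *Traf7* GLOko embryos, the 1833 changed genes became 1208 with no filter, 2799 with sample weights, 1010 with the replicate block, 571 with the replicate block and gene length correction, 492 with the number of detected genes as a covariate, 1192 without GLOko 1 and GLOko 6, and 542 without GLOko 1 and WT 4. The 344 DEGs became 115 with a pseudocount of 1, 177 with the replicate block and gene length correction, 140 with the number of detected genes as a covariate and 169 without GLOko 1 and WT 4. Without 1 embryo at a time, changed genes ran from 731 to 2491 and DEGs from 207 to 517. Changed genes moved by over 1.5 times without WT 1 (933), WT 2 (731), WT 3 (1120), WT 4 (844), WT 5 (818) or WT 6 (1074), and DEGs without WT 1 (222), WT 2 (207), WT 4 (220), WT 5 (221) or GLOko 4 (517). Of 1833 genes, 449 were shared with the covariate fit and 965 with the replicate block.

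In *Traf7* ECko embryos, the 17 changed genes became 5 with no filter, 11 with quantile normalization, 1 by limma without trend, 31 with sample weights, 8 by limma-voom, 8 with the number of detected genes as a covariate and 11 without ECko 3 and ECko 4. The count was 0 with exact permutation tests per gene (2468 genes at an unadjusted p under 0.05), and by limma 0 with the replicate block (2369), 0 with sex as a covariate (1610) and 0 with the replicate block and gene length correction (2363). The DEG count was 3 with sample weights, 2 without ECko 3 and ECko 4, 0 in those 4 fits and 0 with a pseudocount of 1 (2533). Without 1 embryo at a time, changed genes ran from 3 (ECko 3) to 51 (ECko 6), and each embryo left out moved the count by over 1.5 times (ECko 1 4, ECko 2 10, ECko 4 32, ECko 5 5, ECko 7 6, EChet 5 11, EChet 1, 3 and 4 each 5, EChet 2, 6 and 7 each 4). DEGs ran from 1 to 8, with 5 without ECko 4 and 8 without ECko 6. *Klf2* kept its direction but no longer passed with permutation p per gene (-1.34), the replicate block (-1.34), sex as a covariate (-1.22) and the replicate block with gene length correction (-1.38). Its permutation p was the smallest that 7 embryos against 7 allow, so that setting does not bear on *Klf2* itself. The larger spread of *Traf7* ECko embryos was 3.05 on 500 genes and no longer passed (exact permutation test, p = 0.0565). For these results the cause was not tested.

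Of the lists in *Traf7* GLOko embryos, 7 passed camera, the 3 mitochondrial RNAs chosen after Table S1 had been seen among them, with 12 with no filter, 13 with sample weights, 13 with the number of detected genes as a covariate, 13 without GLOko 1 and GLOko 6, 14 without GLOko 1, GLOko 2 and GLOko 6, 12 without GLOko 1 and WT 4, and 0 with an estimated correlation. Without 1 embryo at a time it was 7 to 12, with 12 without GLOko 1 and 11 without WT 3. In *Traf7* ECko embryos 10 lists passed, with the same 3 genes among them, and 0 with an estimated correlation.

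The 7 genes higher in both comparisons became 1 with quantile normalization and 0 when an absolute log2 fold change of 1 was also asked, with no filter, without trend, with permutation per gene, with the replicate block, with sex as a covariate, with the replicate block and gene length correction and with the number of detected genes as a covariate. With no filter and with detected genes, 0.0530 and 0.0984 shared genes were expected by chance, and in the other fits with 0 no gene higher in *Traf7* ECko embryos was left to be shared. The shared lower gene *Klf2* passed at an absolute log2 fold change of 1 (1 gene, p = 0.00693), without trend (1, p = 0.0300) and with detected genes (1, p = 0.0278), and limma-voom shared 2 genes (p = 0.0232, Fisher's exact tests, two-sided).

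Among named genes called at the main settings, 151 values in *Traf7* GLOko and 282 in *Traf7* ECko embryos no longer passed under an alternative, while 60 and 23 values of genes not called did. For genes near 0 the log2 fold change follows the added constant, as for *AU021092*, at -5.29, -2.65 and -0.71 with 0.01, 0.1 and 1 added. Whether depth limits these genes was not tested.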

Differences from the paper's values

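The limma-voom, detected-gene and left-out-group tests were chosen only after the result was seen. The authors tested read counts with DESeq2, while limma on log2 FPKM was used here, at the paper's stated thresholds.

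The paper's log2 fold change of *AU021092* in *Traf7* GLOko embryos was -4.81, against -2.65 here. Among the alternatives set before the data were examined, a pseudocount of 0.01 gave -5.29 and was no longer different, and the others stayed different. For *Serpina6* the paper's value was -3.88, against -1.57 here. A pseudocount of 0.01 gave -3.26 and was no longer different, and the other alternatives set before the data were examined stayed different. Different means apart by more than the replicate SD, 0.787 for *AU021092* and 1.40 for *Serpina6*. Limma-voom on recovered reads gave -4.46 and -3.09, within these bounds.

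In *Traf7* ECko embryos, the paper's Table S2 has 360 changed genes, 263 higher and 97 lower, against 17, 10 and 7 here. No alternative came within 1.5 times of these counts, the highest being 51, 34 and 17 without ECko 6. The paper's DEGs number 40, with 37 higher and 3 lower, against 1, 0 and 1 here by limma, where 2531 genes had an unadjusted p under 0.05. For the DEGs as a whole and the higher ones no alternative came near, the highest being 8 and 5, while 3 lower DEGs were found with sample weights, without ECko 4 and without ECko 6, and the other alternatives stayed different.

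Some genes the paper calls were not called here at the main settings. *Serpina6* passed without WT 6, with adjusted p of 0.0479 to 0.292 over the alternatives. *S100g* passed with sample weights and, chosen after seeing the values, without GLOko 1, GLOko 2 and GLOko 6 (range 0.00768 to 0.255). The paper describes equal *Cd31* expression in both groups right after its RT-qPCR result, which is another measure than RNA-seq. *Pecam1*, which encodes CD31 and is not a DEG in the paper, has an adjusted p of the paper's 0.0117 in Table S1, at the paper's log2 fold change of 0.809. Here it was 0.74 (adjusted p = 0.0710), and it passed with rescaling without mitochondrial-genome and globin genes, with sample weights and without GLOko 2.

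In *Traf7* ECko embryos, *Aqp1* passed with protein-coding genes only and without ECko 6. *mt-Cytb* passed at a mean FPKM of at least 1, with quantile normalization, rescaling, sample weights, gene length correction and protein-coding genes only, and without ECko 2 or ECko 6. *Mgarp* passed without ECko 4 and without ECko 6. *Ndufa4l2* (adjusted p 0.0519 to 0.398), *Ier3* (0.122 to 0.578), *Bhlhe40* (0.102 to 0.534), *Bnip3* (0.112 to 0.538) and *Chac1* (0.243 to 0.640) passed in no alternative.

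The paper ranks *Klf2* first by significance in both comparisons. Here, at the main settings, it ranked 8 of 17573 genes in *Traf7* GLOko embryos, with *Traf7* first and *Klf2* lowest in log2 fold change, and 1 of 17514 in *Traf7* ECko embryos. In some other settings, also at a pseudocount of 0.1, *Klf2* ranked 2 or 3 from the lowest in log2 fold change in *Traf7* GLOko embryos. In the paper's own Table S1, *Traf7*, *Slc2a3* and *Lpp* also have a smaller adjusted p than *Klf2* (the paper's 3.67e-56, 9.25e-20 and 2.83e-17 against 1.00e-16). The paper names *AU021092* as the DEG most lowered in *Traf7* GLOko embryos, and here it ranked 9 from the lowest among called genes. With a pseudocount of 0.01 it ranked 2, at -5.29 and below *Klf2* at -4.79. The paper describes clustering by group in both comparisons. Here the first division set apart GLOko 2 alone in the one and ECko 3 alone in the other, while the nearest neighbor was of the same group for 6 of 6 *Traf7* GLOko, 6 of 6 WT, 4 of 7 *Traf7* ECko and 6 of 7 *Traf7* EChet embryos. The paper describes an enrichment of AMPK signaling and senescence in *Traf7* ECko embryos, and camera gave adjusted p of 0.308 and 0.264, with neither list called under any alternative. The paper's enrichment is of KEGG pathways, while these lists were written here and not taken from KEGG. Camera is also another kind of test, so the results do not decide whether the paper's enrichment is found again. The paper calls the 275 and 575 genes, and the 172 and 218 genes, DEGs. The same 4 numbers were found here as genes with a group mean above 1 FPKM in 1 group alone.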

Other observations

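The lists tested in this part were written after the top of Tables S1 and S2, results from the same embryos, had been seen, and the genes named as examples outside the naming rule were chosen after their values were seen.

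Of 18 neuronal differentiation genes, 4 fell in *Traf7* GLOko embryos, among them the proneural genes *Neurog1* (-1.21), *Neurog2* (-1.10) and *Neurod4* (-1.41), and none rose (6 and 0 over the list alone; camera, adjusted p = 6.89e-05, and adjusted p = 0.436 with an estimated correlation). The mean of the list was below every WT embryo in GLOko 3, GLOko 4, GLOko 5 and GLOko 6, from -1.58 to -0.96, and 0.01 in GLOko 1 and GLOko 2, relative to WT (two-sided exact permutation test, p = 0.0346, adjusted p = 0.0639 over the lists). Of 17 ATF4 targets, *Vldlr* (2.50), *Shmt2* (0.56), *Trib3* (1.79) and *Atf3* (1.06) rose and none fell (8 and 0 over the list alone; camera, adjusted p = 3.14e-04, and adjusted p = 0.597 with an estimated correlation; exact permutation test of the mean, p = 0.0130, adjusted p = 0.0390 over the lists). The mitochondrial transcripts *mt-Rnr1*, *mt-Rnr2* and *mt-Tp* had log2 fold changes of 1.32, 0.89 and 1.96 (adjusted p = 0.00148, 0.0141 and 0.00269 from limma), and since these 3 genes were chosen after Table S1 had been seen they give no test of a set.

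Of 16 immediate-early genes in *Traf7* GLOko embryos, *Ier3* (3.19), *Fos* (1.70), *Maff* (1.13) and *Atf3* (1.06) rose and *Btg2* (-0.48) fell (5 and 4 over the list alone; camera, adjusted p = 0.264; exact permutation test of the mean, p = 0.0281, adjusted p = 0.0563 over the lists). Of 35 AMPK signaling genes, 6 rose, among them *Gys1*, *Prkab2* (1.10) and *Foxo3* (1.35), and 2 fell, *Ccnd1* (-0.64) and *Prkag1* (-0.62) (7 and 4 over the list alone; camera, adjusted p = 0.0526, and called in 15 alternatives). The mean of this list was above every WT embryo in 6 of 6 *Traf7* GLOko embryos (two-sided exact permutation test, p = 0.00216, adjusted p = 0.0104 over the lists). Of 49 senescence genes, 6 rose and 6 fell (6 and 7 over the list alone; camera, adjusted p = 0.695; exact permutation test, p = 0.0238, adjusted p = 0.0519). Of 20 cell cycle genes, *Mki67* (0.44) and *Top2a* (0.45) rose and *Cdc20* (-0.40), *Plk1* (-0.48) and *Mcm5* (-0.43) fell (camera, adjusted p = 0.0526, and exact permutation test of the mean, p = 0.0152, adjusted p = 0.0404). The mean of this list differed by -0.17 and leans on GLOko 2, at -0.60 against -0.13 to -0.04 in the other *Traf7* GLOko embryos.

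Of 10 macrophage markers in *Traf7* GLOko embryos, *Stab1* (1.29), also an endothelial gene, rose, and the list did not pass camera (adjusted p = 0.913). *H2-Ab1* (2.04) rose among 9 major histocompatibility genes (camera, adjusted p = 0.0574; exact permutation test of the mean, p = 0.0173, adjusted p = 0.0416). No member of the erythroid (18 genes, camera adjusted p = 0.796), posterior *Hox* (11, adjusted p = 0.264), yolk sac and liver endoderm (16, adjusted p = 0.871) and sex-linked lists (5, adjusted p = 0.913) passed limma. Yolk sac markers were highest in GLOko 4 and GLOko 5, with list means of 2.35 and 3.82.

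In *Traf7* ECko embryos, of 9 major histocompatibility genes *H2-K1* (0.98), *H2-Ab1* (1.23), *H2-Q4* (0.50) and *H2-D1* (0.39) were higher over the list alone and none over all genes (camera, adjusted p = 9.22e-04, and adjusted p = 0.155 with an estimated correlation). Of the mitochondrial rRNAs and tRNA, *mt-Rnr1* (0.75), *mt-Rnr2* (0.24) and *mt-Tp* (0.80) did not pass limma (adjusted p = 0.0862, 0.613 and 0.257). For the other lists, none called over all genes, camera gave adjusted p of 0.0802 for arterial and Notch genes, 0.587 for the MEKK3 cascade, 0.597 for cardiac jelly, 0.0802 for erythroid genes, 0.712 for 6 macrophage markers, 0.720 for yolk sac and liver endoderm, 0.0809 for neurons, 0.0802 for posterior *Hox* genes, 0.433 for p53 targets, 0.578 for the cell cycle and 0.117 for sex-linked genes. *Map3k3*, *Map2k5* and *Mapk7* had log2 fold changes of -0.02, 0.09 and 0.13.

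Between embryos of the same replicate number, correlations of log2 values after removal of group means ran from -0.05 to 0.09 in the first comparison and from -0.08 to 0.11 in the other.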
